# Methyltransferase-directed orthogonal tagging and sequencing of miRNAs and bacterial small RNAs

**DOI:** 10.1186/s12915-021-01053-w

**Published:** 2021-06-22

**Authors:** Milda Mickutė, Kotryna Kvederavičiūtė, Aleksandr Osipenko, Raminta Mineikaitė, Saulius Klimašauskas, Giedrius Vilkaitis

**Keywords:** Methyltransferase, RNA modification, RNA-seq, Non-coding RNA, Epitranscriptome, Probiotic

## Abstract

**Background:**

Targeted installation of designer chemical moieties on biopolymers provides an orthogonal means for their visualisation, manipulation and sequence analysis. Although high-throughput RNA sequencing is a widely used method for transcriptome analysis, certain steps, such as 3′ adapter ligation in strand-specific RNA sequencing, remain challenging due to structure- and sequence-related biases introduced by RNA ligases, leading to misrepresentation of particular RNA species. Here, we remedy this limitation by adapting two RNA 2′-O-methyltransferases from the Hen1 family for orthogonal chemo-enzymatic click tethering of a 3′ sequencing adapter that supports cDNA production by reverse transcription of the tagged RNA.

**Results:**

We showed that the ssRNA-specific DmHen1 and dsRNA-specific AtHEN1 can be used to efficiently append an oligonucleotide adapter to the 3′ end of target RNA for sequencing library preparation. Using this new chemo-enzymatic approach, we identified miRNAs and prokaryotic small non-coding sRNAs in probiotic *Lactobacillus casei* BL23. We found that compared to a reference conventional RNA library preparation, methyltransferase-Directed Orthogonal Tagging and RNA sequencing, mDOT-seq, avoids misdetection of unspecific highly-structured RNA species, thus providing better accuracy in identifying the groups of transcripts analysed. Our results suggest that mDOT-seq has the potential to advance analysis of eukaryotic and prokaryotic ssRNAs.

**Conclusions:**

Our findings provide a valuable resource for studies of the RNA-centred regulatory networks in *Lactobacilli* and pave the way to developing novel transcriptome and epitranscriptome profiling approaches in vitro and inside living cells. As RNA methyltransferases share the structure of the AdoMet-binding domain and several specific cofactor binding features, the basic principles of our approach could be easily translated to other AdoMet-dependent enzymes for the development of modification-specific RNA-seq techniques.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-021-01053-w.

## Background

Designer chemical moieties installed in a targeted and selective manner on biopolymers can serve as orthogonal handles for their visualisation, manipulation and sequence analysis. As enzymes are the most selective and efficient catalysts known, chemo-enzymatic strategies based on repurposing transferase reactions to accept chemically modified transferrable groups are gaining an increased popularity. By far, the most widely used are *S*-adenosyl-L-methionine- (AdoMet-) dependent methyltransferases, which offer a broad range of tagging chemistries that can be deposited in vitro and in vivo [1, 2]. RNA methyltransferases are the most abundant class of RNA modifying enzymes. They incorporate a methyl group into transfer RNAs (tRNAs), ribosomal RNAs (rRNAs), messenger RNAs (mRNAs), long non-coding RNAs (lncRNAs) and various small non-coding RNAs (ncRNAs), including small nuclear RNAs (snRNAs), small nucleolar RNAs (snoRNAs), microRNAs (miRNAs) and their precursors, small interfering RNAs (siRNAs) or Piwi-interacting RNAs (piRNAs) [3]. Some of these enzymes have been successfully exploited to develop novel RNA labelling and mapping approaches [1] and techniques for identifying natural modification sites and positions [4, 5].

Members of the Hen1 2′-O-methyltransferase subfamily catalyse the transfer of a methyl group from *S*-adenosyl-L-methionine onto the 2′-O-ribose of the 3′ terminal nucleotide to protect RNA from degradation [6]. A particular Hen1 enzyme typically modifies only a definite type or a subset of RNA substrates. For example, the plant HEN1 from *Arabidopsis thaliana* (AtHEN1) preferentially methylates 21-24 bp long double-stranded miRNAs and siRNAs [7, 8], while the animal DmHen1 from *Drosophila melanogaster* is a short single-stranded piRNA and siRNA specific methyltransferase [9]. However, it has been shown that DmHen1 and especially its isolated catalytic domain DmHen1ΔC can also efficiently modify ssRNA molecules up to 80 nt at least in vitro [10]. AtHEN1 methylation-dependent chemoselective small RNA cloning combined with next-generation sequencing has enabled the cell-type-specific miRNAs profiling in complex animal tissues even using the endogenous AdoMet cofactor [11]. Recently, Hen1 enzymes have been repurposed for the deposition of user-defined functional or reporter groups, such as fluorophore or biotin, onto the 3′ end of the RNA strand [10, 12, 13].

In this work, we explored if such orthologous linking chemistry can be applied to advance the profiling of cellular small RNA pools. Existing RNA-seq technologies involve enzymatic ligation of sequencing adapters using RNA ligases, which are known to suffer from structure and sequence related biases leading to misrepresentation of particular RNA species [14–18]. Here, we used the DmHen1 and AtHEN1 RNA methyltransferases followed by chemical click ligation to specifically tether adapters to the 3′ ends of single-stranded RNAs or double-stranded miRNAs and siRNAs, respectively. Remarkably, we found that certain reverse transcriptases were capable of faithfully producing cDNA from selected orthogonally tethered adapters. The accuracy of the newly developed methyltransferase-Directed Orthogonal Tagging and RNA sequencing (mDOT-seq) method was evaluated by using the gold standard miRXplore Universal Reference RNA. Finally, we successfully used this approach to characterise a small non-coding RNA (sRNA) transcriptome of *Lactobacillus casei*, which is one of the most exploited probiotic bacteria from the lactic acid bacteria (LAB) group.

## Results

### Hen1 2′-O-methyltransferase-directed tagging of ssRNAs and short dsRNAs for selective cDNA production

We have previously demonstrated that AtHEN1 and an engineered version of the DmHen1 methyltransferase, DmHen1ΔC, can transfer six-carbon linear chains carrying terminal amine or azide functional groups from synthetic analogues of the *S*-adenosyl-L-methionine (AdoMet) onto the ribose of the 3′ terminal nucleotides [10, 12, 13]. While AtHEN1 is specific for RNA duplexes of a defined length, DmHen1ΔC modifies ssRNA substrates with no apparent size limitation. To explore if these reactions can be repurposed for orthogonal covalent conjugation of sequencing adapters to the 3′ ends of corresponding RNA species (the core steps of which are depicted in Fig. 1a), we started with a pool of synthetic randomised N21 RNA oligonucleotides containing 4.4 × 10^12^ RNA sequence variants. We found that DmHEN1ΔC-directed 3′ terminal modification of this RNA pool using the Ado-6-azide cofactor occurred to near completion, demonstrating that the six-carbon propargylic linker with a terminal azide group can be efficiently attached to random sequences (Fig. 1b). In the next chemical ligation step, we used an alkyne-modified adapter suitable for the reverse transcription reaction. To minimise the interference of the linker in subsequent enzymatic steps, our choice fell on a copper (I)-catalysed azide-alkyne cycloaddition (CuAAC) reaction, because it produces the least bulky and least rigid cycloaddition product of defined stereochemistry (Fig. 1c illustrates a linear chain with a central triazole ring) as opposed to copper-free strain-promoted reactions which typically rely on bulky cyclooctyne derivatives (such as DBCO, BCN, DIFO) [20]. The efficiency of the click reaction was assessed using six different synthetic DNA adapters with extended alkyne moieties tethered to the 5′ terminal phosphate groups or to the C5 position of the first or second 5′ terminal cytosine/uracil residues (Additional file 1: Fig. S1). These tethering chemistries were chosen based on synthetic availability and structural considerations (persistence length and conformational flexibility of the covalent tether required to promote the base stacking between the tagged 3′ terminal nucleotide of the RNA strand and the 5′ terminal nucleotide of the attached adapter) [21]. Excellent yields of RNA-DNA conjugates were achieved with all six adapter types (Fig. 1c) even at low-nanomolar concentrations of azide-functionalised RNAs (Additional file 1: Fig. S2). Finally, the obtained six conjugates were then examined for their suitability to support the reverse transcription reaction. Remarkably, initial strand extension experiments performed with RevertAid Reverse Transcriptase showed a predominant formation of expected full-length cDNA products, as exemplified in Fig. 1d. Minor amounts of shorter cDNA fragments (where RT primer was extended up to covalent linker) accumulated using both RNA-DNA conjugates with alkyne-modified 5′ phosphate bearing adapters PT and PC indicating that this type of linker is less well tolerated by the enzyme. In contrast, no partially extended products were observed using templates with alkyne at the C5 position of the pyrimidine nucleobase, namely the 1C, 1U, 2C and 2U adapters. cDNA synthesis performed with M-MuLV reverse transcriptase and four of its mutants revealed high yields of the full-length product (Additional file 1: Fig. S3). However, variants lacking RNase H activity displayed an improved ability to traverse the orthogonal linkers. Most of the RevertAid transcripts terminating on the opposite side of the linker were appended with a short 3′ tail (1–3 extra nucleotides), apparently due to the stronger template-independent nucleotidyl-transferase activity or protein dissociation after the synthesis of only a few nucleotides following DNA-RNA junction [22].

**Fig. 1:**

Selective DmHen1ΔC methyltransferase-directed attachment of a sequencing adapter to the 3′ end of single-stranded RNA. **a** A principal scheme of bioorthogonal attachment of 3′ alkyne-adapter/RT primer for cDNA synthesis. ssRNA is functionalized with a hexynyl-azide group by the action of the DmHen1ΔC methyltransferase in the presence of the cofactor analogue Ado-6-azide. The resulting RNA-azide is conjugated to a 3′ alkyne-adapter/RT primer in the presence of Cu(I) yielding a covalent RNA-DNA conjugate which serves as a template for the cDNA synthesis. **b** DmHen1ΔC-directed azide-tagging of a random pool of 21-mer ssRNAs. Reactions were performed with 2 μM of DmHen1ΔC, 0.2 μM 5′-^32^P-labelled N21 RNA and 0.1 mM Ado-6-azide. The fraction of modified RNA was estimated after sodium periodate-mediated oxidation/β-elimination of the 3′ terminal nucleotide of unmodified RNA as described in [19]. **c** Chemical conjugation of RNA-azide with a 3′ alkyne-adapter. Reactions were carried out in 55% DMSO using 0.2 μM ^32^P-RNA-azide, 10 μM 3′ alkyne-adapter/RT primer and 3.3 mM CuBr-TBTA. Outlined are the 5′ terminal sequences of the 3′ adapters with different alkyne moieties tested in this study. **d** Reverse transcription through different conjugation linkers. RNA-DNA conjugates were prepared in click reactions containing 20 μM of RNA-azide and 5 μM of 3′ alkyne-adapter/^32^P-RT primer. Each RNA-DNA conjugate (10 nM) was reverse transcribed in reaction containing 10 U/μl of RevertAid Reverse Transcriptase and 0.25 mM dNTP

Analogous experiments were carried out with the AtHEN1 enzyme, which selectively modifies short double-stranded RNAs containing dinucleotide 3′ overhangs, such as miRNAs and siRNAs (Fig. 2a) [23–25]. Using the Ado-6-azide cofactor, we observed efficient functionalization of both natural miRNA/miRNA* (guide/passenger strand*) duplexes and also of individual miRNA strands in heteroduplexes with addressing DNA oligonucleotide probes, miRNA/DNA (Additional file 1: Fig. S4) [13]. Similarly, the modification reaction using a mixture of four miRNA/miRNA* duplexes confirmed efficient enzymatic derivatization of all tested guide miRNAs, each containing a different 3′ terminal nucleotide (Fig. 2b). Following the click-conjugation of the alkyne-DNA adapter to the 3′ terminally azide-modified RNA (Fig. 2c), the miRNA template was efficiently converted into full-length cDNA via reverse transcription (Fig. 2d).

**Fig. 2:**

AtHEN1 methyltransferase-directed attachment of a sequencing adapter to the 3′ end of small non-coding RNA duplexes. **a** An overview of AtHEN1 application. **b** AtHEN1-directed azide-tagging of substrate RNAs with different 3′ terminal nucleotides. 2 μM of methyltransferase and 400 μM Ado-6-azide were incubated with the mixture of four miRNA/miRNA* duplexes (0.05 μM of each) in which particular guide or passenger strand was ^32^P-labelled (let-7a*, miR-26a, miR173A or miR-210* with C, U, A or G at the 3′ end, respectively). After the treatment with sodium periodate samples were analysed by denaturing PAGE. **c** ^32^P-miR173A/miR173* is efficiently attached to 2U and 2C alkyne-adapter/RT primer. Click reaction was carried out under the same conditions as described in Fig. 1c. **d** cDNA synthesis from miR173A coupled with 2U or 2C alkyne-adapter. 10 nM of RNA-DNA conjugate were reverse transcribed using ^32^P-RT primer as described in Fig. 1d

Thus, we showed that both Hen1 methyltransferases can efficiently append RNA pools with a 3′ terminal azide functionality, which, in turn, can serve as an orthogonal handle for covalent tethering of a DNA adapter suitable for generating cDNA via enzymatic reverse transcription reaction.

### Optimization and validation of the mDOT-seq approach with a reference set of miRNAs

To assess the capacity of the DmHEN1ΔC-mediated sequencing technology, named mDOT-seq (methyltransferase-Directed Orthogonal Tagging and RNA sequencing), for high-throughput analysis of short RNAs, we exploited the gold standard miRXplore Universal Reference. This RNA pool consists of 1005 mature human, mouse, rat, and viral miRNAs ranging between 16 and 28 nt in length, with individual oligoribonucleotides present in equimolar concentrations, which thus permits a comprehensive calibration of analytical techniques that aim at tackling the complexity of cellular miRNAome [26]. We constructed four variants of cDNA libraries employing the previously selected 1C, 1U, 2C and 2U alkyne-adapters (the NEXTflex Small RNA-seq Kit v3 protocol was applied starting from 5′ adapter ligation step) and subjected them to Illumina sequencing (Fig. 3a). Since experimental replicates (two sequencing libraries prepared separately for each 3′ adapter) were nearly identical (Additional file 1: Fig. S5a), their reads were pooled for further analysis. Pairwise comparisons revealed the strongest correlation between the 2C and 2U libraries, indicating that moderately divergent RNA pools were captured using the 1C and 1U 3′ adapters (Additional file 1: Fig. S5b). Moreover, the 2C and 2U preparations detected slightly higher amounts of full-length miRNAs: 98.3–98.7% in 2C, 2U versus 97.5% in 1C and 1U libraries (Fig. 3b and Additional file 1: Table S1). This difference became more apparent at higher detection thresholds (Additional file 1: Fig. S5c). Since the mapping of reads to the miRXplore sequences after trimming of 3′ terminal nucleotides increased the number of miRNA species identified (Fig. 3b and Additional file 1: Table S1), we suggest that the secondary structures of the 1C and 1U 3′ adapters may impact the precision of *bona fide* 3′ end calling to a greater extent than that of the 2C and 2U 3′ adapters. Also, the abundance of different RNAs in the 2C and 2U libraries showed a smaller deviation from uniformity than in the 1C and 1U libraries (Fig. 3c). Altogether, our results revealed that the 3′ adapters with alkyne moieties attached to the fifth carbon atom of the second cytosine/uracil are best suited for the preparation of RNA sequencing libraries.

**Fig. 3:**
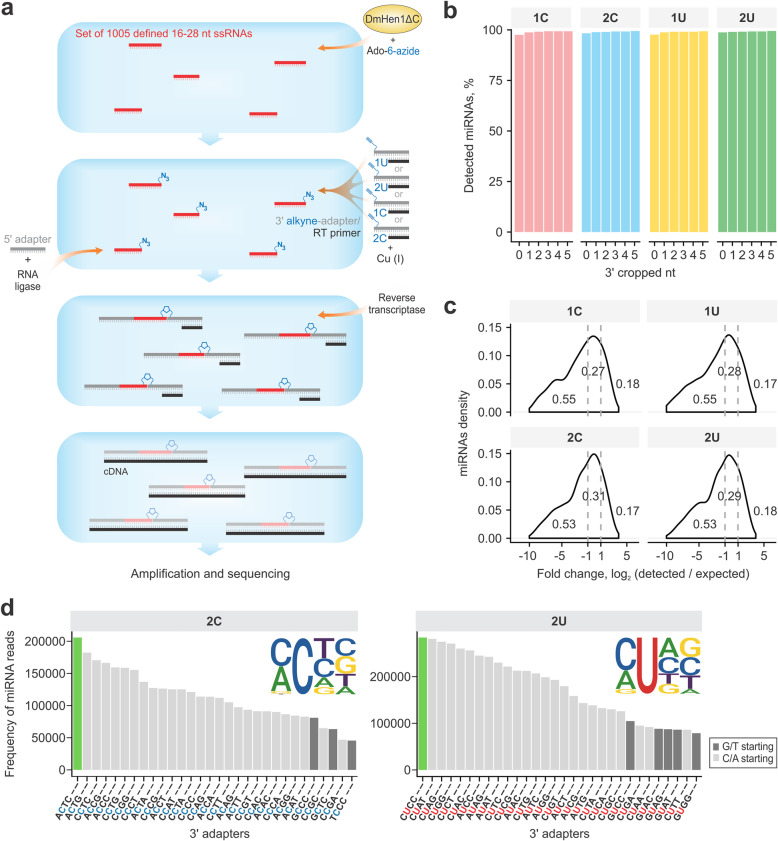
Selection of alkyne-adapters through sequencing of miRXplore Universal Reference RNA libraries. **a** A schematic of the mDOT-seq. **b** The majority of miRNAs are detected as full-length sequences in all libraries. Bar plot shows the observed fraction of miRNAs after increasing number of nucleotides is cropped from its 3′ end. The exact numbers are provided in Additional file 1: Table S1. **c** 2C and 2U libraries contain the highest portion of accurately quantified miRNA reads. miRNAs identified in the reference set of sequences cropped of two nt at their 3′ end and having at least 1 CPM in each library were used to calculate fold-deviation from the equimolar input and plotted as log_2_ values. Values within two folds from the expected ones (grey vertical lines) were considered unbiased according to [27]. **d** Top 30 of 2C or 2U 3′ adapters containing different bases at first, third and fourth 5′ positions with the highest number of identified reads. The libraries were demultiplexed using each of 3′ adapters and the total number of miRNA reads was calculated. Sequence logos of top ranked adapters were created using WEBLOGO [28]. The data underlying the presented graphs are in Additional file 2

To understand the representation bias in the sequencing libraries, we analysed miRNAs comprising 10% of high-, medium- and low-abundant species as well as undetected ones. As shown in Additional file 1: Fig. S6, RNAs prone to forming double-stranded structures or having only short 3′ overhangs were underrepresented in all libraries. This appears to be consistent with the requirement of a single-stranded 3′ end for DmHen1 activity [10]. Other characteristics of the RNA sequences did not contribute to the RNA detection inequalities, whereas guanine-rich RNAs with higher Tm tended to be overrepresented. A detailed analysis of the preferred/disfavoured bases at 1–16 positions upstream of the 3′ end revealed predisposition of detected RNAs to be repleted with G but depleted of T, A and C nucleotides from some individual sites and lower representation of RNAs containing adenine at the 3′ position (Additional file 1: Fig. S7). Since the enzymatic examination revealed 3′ terminal adenines as highly desirable targets for DmHen1ΔC [10], we suggest that uneven representativeness reflects the reverse transcription or cDNA amplification biases. Thus, further optimization of the reaction conditions or selection of an RT enzyme could further reduce the inequality in the sequenced transcripts’ population.

Finally, to select the optimal flanking sequences surrounding the 2C-alkyne and 2U-alkyne nucleotides in the 3′ adapters, we calculated the transcript counts for each particular adapter sequence varying at the first, third and fourth positions (Fig. 3d). This analysis revealed a strong A/C enrichment at the 5′ end but a weak nucleotide-dependence at the 3rd and 4th positions (except for a disfavour for 4th A), suggesting that the sequence preference was mostly caused by the first nucleotide. Among the top-ranked adapters, DNA oligonucleotides containing ACTC and CUCC motifs at the 5′ end accumulated the highest number of reads and gave the most accurate quantification of miRNAs (Fig. 3d and Additional file 1: Fig. S8) [27]. Therefore, we suggest that these sequences of 3′ alkyne-adapters are optimal for effective sequencing and can be used in further experiments.

Taken together, these results show that the developed mDOT-seq procedure is capable of identifying a broad range of RNA targets and thus can be exploited for various miRNA applications. Inspired by this finding, we went on to examine the capacity of mDOT-seq for profiling of cellular single-stranded RNAs.

### The discovery of small non-coding RNAs in *Lactobacillus casei* using mDOT-seq

To evaluate if mDOT-seq can be applied for RNA profiling in biological organisms, we went on to characterise small non-coding RNAs (sRNAs) from *Lactobacillus casei* strain BL23 (NCBI changed the organism’s name to *Lactobacillus paracasei* BL23 in August 2020). It is an important model organism for understanding fundamental aspects of cell biology of lactic acids bacteria (LAB) which are widespread in the human microbiome and prominent components of probiotic compositions [29–31]. Like 50–500 nt sRNAs from well-characterised bacteria [32, 33], sRNAs of LAB could potentially play essential regulatory roles in shaping different physiological processes, cellular response to biotic or abiotic stresses as well as adaptation in the gastrointestinal tract.

To obtain comprehensive profiles of sRNAs expressed at different phases of the bacterial life cycle, we pooled *L. casei* BL23 cells harvested at six growth points (Fig. 4a). After depletion of rRNA, the extracted RNAs were size selected (50–500 nt) and treated with RNA 5′ Pyrophosphohydrolase (RppH) to preserve the entire small transcriptome of the cell, including primary transcripts with 5′ triphosphates and processed RNAs containing 5′ monophosphates. Following the developed mDOT-seq protocol, we prepared two strand-specific sequencing libraries C and U, for which 3′ alkyne-adapters containing ACTC and CUCC 5′ terminal sequences, respectively (Additional file 1: Fig. S9), were tethered to the pool of ssRNAs using click ligation. In parallel, a control library N was prepared by conventional 3′ adapter ligation following NEXTflex Small RNA-seq Kit v3 protocol. After Illumina sequencing of triplicate C, U and N libraries, we obtained an average of 15.7, 15.6 and 18.5 million high-quality paired-reads, respectively. 

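RNA of 50 to 500 nt came from L. casei BL23, a lactic acid bacterium, grown at 37 °C and harvested at 6 points between OD600 0.2 and 10. In C and U, which are mDOT-seq libraries, the 3′ adapter was clicked to RNA that the DmHen1 methyltransferase had tagged at its 3′ end, whereas in N an RNA ligase joined it. Each library type had 3 biological replicates. The library types also differed in PCR, with 15 cycles for C and U and 12 for N, and in the dilution of the 5′ adapter. The authors removed duplicate reads, mapped the rest with HISAT2 (version 2.2.0) and counted them over the predicted sRNAs with featureCounts. The deposited counts cover the 307 predicted sRNAs, with no row for a whole mRNA, rRNA or tRNA. Intragenic and UTR-derived sRNAs overlap genes, and reads of mRNA over them cannot be told apart. Counts on these sRNAs came to 881214, 981357 and 1034524 in C1 to C3, 1210958, 1462410 and 1230739 in U1 to U3, and 2423052, 3268774 and 2455414 in N1 to N3. The lowest count of any sRNA in any library was 2. In 45 sRNAs some counts were not whole numbers, so that reads shared with another locus may have been split between loci. The other locus may be a neighbouring sRNA. Only 4 of the 307 sRNAs have copies at several loci, and some of the 45, such as sLCB316- and sLCB317-, lie close together on 1 strand. The sRNAs with such counts are marked where they are first named. CPM values computed here are TMM-normalized over the counts on the sRNAs alone and are therefore larger than those of Table S2, which rest on effective library sizes of 2280049 to 10011277. Levels were compared with edgeR's quasi-likelihood test over all 9 libraries in 1 fit, with the threshold at a Benjamini-Hochberg adjusted p under 0.05 over the 307 sRNAs. N was compared with the mean of C and U, called mDOT-seq for short, and C with U. The biological coefficient of variation between replicates was 9.40%.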

Spearman correlation analysis of the mapped reads showed high correlations among biological replicates and the libraries, indicating a high reproducibility of the new method and its good general agreement with the conventional approach (Additional file 1: Fig. S10) [34]. 

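Replicates of C, of U and of N ranked the 307 sRNAs almost alike, with Spearman's rho of 0.995 to 0.997 in the 9 pairs of libraries of the same type. The C and U libraries followed closely, at 0.985 to 0.988 in 9 pairs. N libraries ranked the sRNAs differently from C and U, at 0.846 to 0.869 in 18 pairs, below every pair of C with U. The sRNAs sLCB72- and sLCB316-, both intergenic, show the range behind these values. sLCB72- lay at 56675 ± 4028 CPM in C, 56553 ± 5750.3 in U and 42316 ± 5142 in N (SD, n = 3 each). sLCB316-, at positions 315669 to 315803, lay at 3147 ± 298 CPM in C and 3143 ± 355 in U but at 96215 ± 11848 in N (SD, n = 3 each), though its counts were not all whole numbers. In a multidimensional scaling of the 9 libraries, the first axis, which parted N from C and U, took 91.3% of the variance and the next axis 4.77%. The correlations run across sRNAs, which are not independent replicates, and cover only reads on sRNAs, whereas Fig. S10 covers bins of the genome.

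**Figure D1:**
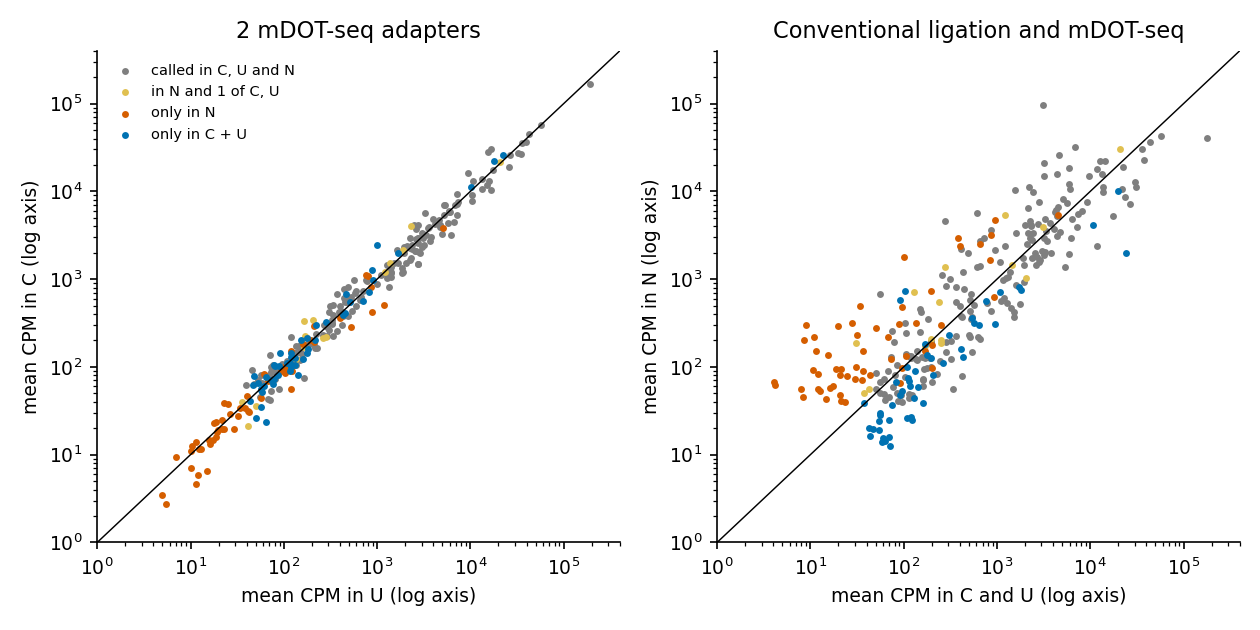
Mean CPM (log axes, n = 3 libraries per type) of each of the 307 sRNAs in C against U, and in the mean of C and U against N, coloured by the library types in which the study lists the sRNA. Points lie close to the diagonal for C and U and spread widely around it for N, where sLCB316- lies far on the side of N.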

A primary set of small non-coding RNAs in the transcriptome of *L. casei* was predicted by the APERO algorithm [35], which was manually processed to filter out transcripts with less than 15 average CPMs (counts per million) per library and those without distinguishable read coverage drop at their boundaries (with less than three times increase in read coverage within 2 nt at their 5′ and 3′ ends). In total, we identified 307 putative sRNAs expressed in *L. casei* BL23 that were classified into six groups based on their genomic context (Fig. 4b-d and Additional file 1: Fig. S11, Additional file 3: Table S2-7) as well as a group of transcripts encoded by Type II-A CRISPR-Cas system, in particular tracrRNA and some of processed crRNAs from CRISPR repeat-spacer array. 

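The most abundant sRNA in C and U was sLCB2636-, which matches the Lacto-rpoB RNA family and lies at positions 2635251 to 2635362. It had 165510.1 ± 7170.1 CPM in C, 191612 ± 10527 in U and 40212 ± 2462 in N (SD, n = 3 each). In C and U it was followed by sLCB72-, the antisense sRNA sLCB2572+, the 3′ UTR-derived sLCB2321- and the intergenic sLCB644.5+, whose counts were not all whole numbers. In N the order was sLCB316-, sLCB72-, sLCB2636-, sLCB2572+ and sLCB317-. sLCB317-, an intergenic sRNA at positions 315976 to 316107 whose counts were not all whole numbers either, had 6949 ± 676 CPM in C, 6796 ± 502 in U and 31937 ± 3766 in N (SD, n = 3 each). The 10 most abundant sRNAs took 47.5% to 49.0% of the counts in the C libraries, 48.5% to 51.1% in U and 37.4% to 40.1% in N. Intergenic sRNAs had the highest median level of the genomic groups, at 1533 CPM in C, 2135 in U and 2016 in N. The 5′ UTR-derived sRNAs had medians of 710.1, 815 and 558 CPM, and the antisense sRNAs of 234, 261 and 146 CPM, in C, U and N. Medians of the 3′ UTR-derived sRNAs were 106 CPM in C, 118 in U and 192 in N, and of the intragenic sRNAs 191, 202 and 87.4 CPM.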

The putative sRNAs included 86 intergenic, 107 untranslated region- (UTR-) derived, 65 antisense and 12 intragenic small RNAs, as well as 37 mixed sRNAs that could be assigned to more than one group, which is consistent with a number of non-coding RNAs generally observed in other bacteria [36]. Unlike protein-encoding genes (72% coding sequences, CDSs, are located on the leading strands in both directions from the replication origin of *L. casei* circular chromosome), intergenic sRNAs (56%) as well as sRNAs of all types (60%) exhibit weaker coding strand bias (Fig. 4c). Because genes encoded on the lagging strand are mutated more frequently [37], an increased mutagenesis rate is likely less deleterious for sRNAs and/or potentially beneficial for the adaptation to the environmental changes.

**Fig. 4:**

Profiling of small RNAs in *L. casei* BL23 using mDOT-seq. **a** A workflow for preparing the C, U and N sRNA libraries. **b** Group distribution of predicted sRNAs in *L. casei* BL23. sRNAs that could be assigned to more than one group were termed as “mixed” sRNAs. All validated sRNAs are listed in Table 1. **c** DNAplotter map of genomic positions of predicted sRNAs. Moving inwards from black circle denoting the genome of *L. casei* BL23, second and third green tracks represent the identified sRNAs on the forward and reverse strands respectively, fourth and fifth grey tracks — CDSs on forward and reverse strands accordingly, sixth orange track — prophage sequences and CRISPR region, seventh track denotes the GC content (%) and the inner most eighth track highlights the GC skew [(G − C)/(G + C)] of the genome with a window size of 10,000 bp and a step size of 200 bp (in both cases pink is for below the average and yellow green is for above the average). **d** Venn diagram of sRNAs identified in the C, U and N libraries. **e** Northern blot validation of sRNAs predicted in all three libraries. Asterisk marks sRNA where multiple bands are visible. 5S rRNA loading controls are provided at the bottom

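At a mean of at least 15 CPM on the scale of Table S2, 270 of the sRNAs reached the level in C, 276 in U and 288 in N. On the scale of counts on sRNAs alone, the numbers were 292, 296 and 304. Table S2 lists an sRNA as present in a library type only if its read coverage also drops at its ends, which counts per sRNA cannot show. On its scale, which was taken up after the values were seen, 35 sRNAs in C, 50 in U and 31 in N reached the level without being listed as present there. Their median levels were 78.2, 69.2 and 61.7 CPM. The highest of them, named here after their values were seen, was sLCB261a+ in C and in N, a 5′ UTR-derived sRNA with copies at other loci and counts that were not all whole numbers. It lay at 8521 ± 263 CPM in C and 3895 ± 427 in N (SD, n = 3 each). Another 5′ UTR-derived sRNA, sLCB2043-, reached 8291 ± 272 CPM in C (SD, n = 3). The highest in U was the intergenic sLCB1735-, a Northern blot candidate, with 1995 ± 140 CPM (SD, n = 3). The signal recognition particle RNA sLCB2400- had 765 ± 225 CPM in N (SD, n = 3), where it is not listed as present. Every sRNA listed as present in a library type reached 15 CPM there on the same scale.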

Out of 307 putative small non-coding RNAs in *L. casei* genome, 235, 226 and 257 were identified in C, U and N RNA sequencing data, respectively (Fig. 4d). A comprehensive comparison of short transcripts revealed that most 5′ end boundaries were reliably detected in all samples (Additional file 1: Fig. S12a). The libraries prepared by different techniques showed higher transcript heterogeneity at the 3′ ends (Additional file 1: Fig. S12b). Still, we consider that this bias is not inherent to a particular library preparation method because similar levels of 1-2 nt shorter transcripts were assigned in all libraries. 186 sRNAs were shared between all three libraries, and 201 overlapped when the N library prepared by the conventional method was compared to the libraries prepared by mDOT-seq (the sum of C and U), whereas 56 and 50 sRNAs were only predicted in the N and C + U sequencing libraries, respectively (Fig. 4d). 

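Most sRNAs differed in level between N and mDOT-seq, with 136 higher in N, 141 lower and 30 not past the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The median difference in either direction was 1.96-fold, and 86 sRNAs were at least 2-fold higher and 63 at least 2-fold lower in N. In 232 sRNAs (75.6%) every N library lay outside the range of all C and U libraries, against 2.38% by chance. The largest rise was in sLCB2710+, an sRNA in the 3′ UTR of a gene and antisense to another, with 5.81 ± 1.27 CPM in C, 12.0 ± 3.28 in U and 296 ± 24.4 in N (SD, n = 3 each). Its log2 fold change was 5.14 (standard error 0.14, adjusted p = 7.3e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Few reads lay behind its level in C, in libraries of 881214 to 1034524 counts. The size of this rise, its standard error and its rank above the next are therefore uncertain. Next came sLCB316- at 4.94 (standard error 0.10), with counts that may include shared reads, and the 3′ UTR-derived sLCB3062+ at 4.60. The largest fall was in sLCB2400-, with a log2 fold change of -3.61 (standard error 0.17, adjusted p = 1.4e-10 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The intragenic sLCB273- changed by -2.57 and the antisense sLCB704+ by -2.53. Among the 186 sRNAs listed in all 3 library types, 75 were higher in N, 90 lower and 21 not past the threshold, with a median log2 fold change of -0.18 and a mean of 0.05 (adjusted p = 0.29 from limma's camera test). Of the 56 sRNAs listed only in N, 50 were higher in N, 3 lower and 3 not past the threshold, with a median log2 fold change of 2.00 (adjusted p = 2.8e-10 from camera). Of the 50 listed only in C + U, 45 were lower in N, 2 higher and 3 not past it, with a median of -1.07 (adjusted p = 6.9e-09 from camera, adjusted p = 0.14 with an estimated correlation). Adjusted over the list alone, the counts of these lists were the same. Both lists were chosen by the study on these libraries, so these counts are not independent evidence. At least 15 CPM on the scale of Table S2 was reached in C or U by 26 of the sRNAs listed only in N, and in N by 31 of those listed only in C + U. Another 15 sRNAs were listed in N and in either C or U, and of these 9 were higher in N, 3 lower and 3 not past the threshold.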

We found that C + U exhibited only a few more putative intergenic (6 versus 4), antisense (16 vs 7), and 5′ UTR-derived sRNAs (12 vs 7) as compared to N. 3′ UTR-derived sRNA candidates were the most divergent: we detected 22 unique transcripts in N library prepared by the conventional method and only 7 in C + U libraries (Additional file 1: Fig. S13a). Moreover, all fifteen mixed group sRNAs found only in the N dataset could be attributed to 3′ UTR-derived sRNAs (6 in C + U). Thus, conventional RNA-seq tends to over-assign 3′ UTR-derived sRNAs. 

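As groups, 5′ UTR-derived and intragenic sRNAs were lower in N at the preset correlation of camera, while intergenic sRNAs showed no shift past the threshold. Neither call held with an estimated correlation or among the sRNAs listed in all 3 library types (adjusted p = 0.51 and adjusted p = 0.10 from camera in the latter). Of 86 intergenic sRNAs, 40 were higher in N, 36 lower and 10 not past the threshold, with a median log2 fold change of 0.08 (adjusted p = 0.62 from camera over 12 groups and lists). The 47 5′ UTR-derived sRNAs had a median of -0.45, with 29 lower, 13 higher and 5 not past the threshold (adjusted p = 0.024 from camera, adjusted p = 0.28 with an estimated correlation). That call was lost when sRNAs under 15 CPM were left out (adjusted p = 0.052) and against U alone (adjusted p = 0.052). The 12 intragenic sRNAs had a median of -0.84, with 9 lower, 2 higher and 1 not past the threshold (adjusted p = 0.024 from camera, adjusted p = 0.28 with an estimated correlation). Among 65 antisense sRNAs, which lie opposite a gene, 39 were lower in N, 22 higher and 4 not past the threshold, with a median of -0.57 (adjusted p = 0.067 from camera). Without the library N1, the antisense sRNAs passed the threshold (adjusted p = 0.049). All 6 intergenic and all 12 5′ UTR-derived sRNAs listed only in C + U were lower in N, as were 15 of the 16 antisense ones. In reverse, all 4 intergenic and all 7 antisense sRNAs listed only in N were higher in N, but both lists were chosen on these libraries. Of the 7 5′ UTR-derived sRNAs listed only in N, 4 were higher, 1 was lower and 2 did not pass. The lower one was sLCB884- with 98.3 ± 10.1 CPM in N (SD, n = 3) and a log2 fold change of -1.05, named here after its value was seen. Counts per group were the same when adjusted over the list alone.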

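The 3′ UTR-derived sRNAs were higher in N as a group at the preset correlation of camera, but not among those listed in all 3 library types. The largest rises were among those listed only in N, a list that the study chose on these libraries. Of 60 3′ UTR-derived sRNAs, 38 were higher in N, 15 lower and 7 not past the threshold, with a median log2 fold change of 0.78 (adjusted p = 0.0031 from camera, adjusted p = 0.28 with an estimated correlation). The 35 mixed sRNAs that include a 3′ UTR had a median of 0.97, with 21 higher, 11 lower and 3 not past the threshold (adjusted p = 0.045 from camera, adjusted p = 0.17 with an estimated correlation). This call was lost against C alone (adjusted p = 0.056), when sRNAs under 15 CPM were left out (0.14), and without U3 (0.054) or N2 (0.060). Of the 12 groups and lists, 8 passed the threshold of camera, among them both lists chosen on these libraries and both terminator sets, which are complements. Only the list of sRNAs predicted in N alone passed it with an estimated correlation (adjusted p = 0.0038). The mixed sRNAs in a 3′ UTR and antisense to another gene had a median of 1.68 (n = 19), and those in a 3′ UTR and a 5′ UTR one of 0.08 (n = 16). Among the 22 3′ UTR-derived sRNAs listed only in N, 20 were higher in N, 1 lower and 1 not past the threshold, with a median of 2.04. All 10 sRNAs listed only in N that lie in a 3′ UTR and antisense to another gene were higher, with a median of 2.26. Among the 24 3′ UTR-derived sRNAs listed in all 3 library types, the median was -0.02, with 11 higher, 9 lower and 4 not past the threshold (adjusted p = 0.51 from camera). Over all groups of the sRNAs listed in all 3 library types, 0 of 9 passed the threshold of camera and 3 had an unadjusted p under 0.05. The 13 3′ UTR-derived or mixed sRNAs listed only in C + U had a median of -0.40, with 9 lower, 2 higher and 2 not past the threshold. The higher ones, named after their values were seen, were sLCB48- at 2.65 and sLCB928- at 2.83, with 574 ± 109 and 730.3 ± 77.1 CPM in N (SD, n = 3 each). In the other direction, sLCB38+ and sLCB2434- were listed only in N and lower there, at -0.58 and -0.49, and were likewise named after their values were seen. The median was 0.29 for the sRNAs with a predicted terminator (n = 208) and -0.87 for those without it (n = 99). Each set was shifted against the other sRNAs with an adjusted p = 5.6e-05 from camera (adjusted p = 0.14 and adjusted p = 0.17 with an estimated correlation). As the sets are complements of each other, these tests are not independent. Of the 208, 111 were higher and 74 lower, and of the 99, 25 were higher and 67 lower (68 when adjusted over the list alone). Among the sRNAs listed in all 3 library types, the medians were 0.02 with a terminator (n = 137) and -0.66 without (n = 49), each with an adjusted p = 0.10 from camera.

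**Figure D2:**
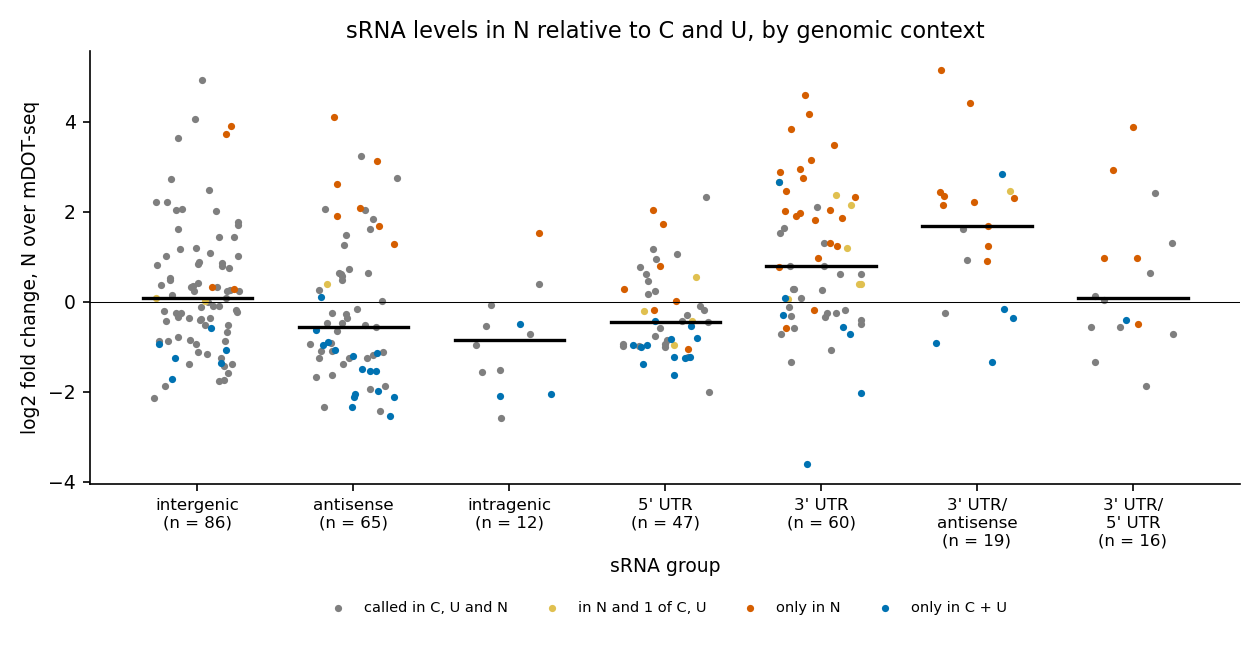
log2 fold change of N over mDOT-seq of each sRNA by genomic group (points are sRNAs, bars are medians), coloured by the library types in which the study lists the sRNA. The medians run from -0.84 in intragenic to 1.68 in 3′ UTR-derived and antisense sRNAs, and the 2 sRNAs of the group intragenic and 5′ UTR-derived are not drawn.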

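sRNAs with long free 3′ ends were lower in N than in mDOT-seq. The 21 sRNAs with at least 8 free 3′ nucleotides had a median log2 fold change of -1.21, which is 2.32-fold lower in N. Among them, 9 were predicted only in C + U, a list chosen on these libraries, and the 12 listed in all 3 library types had a median of -0.55. Of the 21, 19 were lower in N and 2 did not pass the threshold, while 0 were higher by edgeR, by DESeq2 or at an unadjusted p under 0.05. Only 7 of the 21 had a predicted terminator, against 100 of the 123 sRNAs with 3 to 5 free nucleotides. sRNAs with 6 to 7 free nucleotides had a median of -0.57 (n = 47), those with 3 to 5 one of 0.27 (n = 123), those with 1 to 2 one of 0.02 (n = 75) and those with none one of 0.19 (n = 40). Across 306 sRNAs, Spearman's rho between free 3′ nucleotides and the log2 fold change was -0.21 (permutation p = 2.3e-04, adjusted p = 5.7e-04 by Benjamini-Hochberg over 5 features). For the minimum free energy (MFE) rho was -0.10 (permutation p = 0.079, adjusted p = 0.099 by Benjamini-Hochberg), and -0.29 with sRNA length held fixed (permutation, adjusted p = 2e-05 by Benjamini-Hochberg). For the MFE per nucleotide rho was -0.28 (permutation p = 1e-05, the smallest that 100000 permutations can give, and adjusted p = 5e-05 by Benjamini-Hochberg). GC content gave -0.14 (adjusted p = 0.021 by permutation and Benjamini-Hochberg) and length -0.01. Among the 185 sRNAs listed in all 3 library types, rho for free 3′ nucleotides was -0.10 (permutation p = 0.20) and for the MFE -0.07 (permutation p = 0.32). For the MFE per nucleotide and the MFE with length held fixed, no value within this subset is given here. The 56 sRNAs predicted only in N had a mean MFE of -40.6 kcal/mol (SD 23.0) and 2.34 free 3′ nucleotides (SD 1.58). The 50 sRNAs predicted only in C + U had -32.3 kcal/mol (SD 16.7) and 4.52 free nucleotides (SD 4.14). No sRNA predicted only in N had more than 5 free 3′ nucleotides, against 18 of those predicted only in C + U. In logistic regression of the 56 against the 50, with each predictor alone (n = 106), the slope for MFE was -0.021 (standard error 0.0103, Wald p = 0.042) and for free 3′ nucleotides -0.26 (standard error 0.082, Wald p = 0.0016). With both predictors together the slope for MFE was -0.016 (n = 106, Wald p = 0.14), with length added as well it was -0.060 (n = 106, Wald p = 0.034), and without the 3′ UTR-derived and mixed sRNAs it was 0.0021 (n = 56, Wald p = 0.89). MFE and free nucleotides were those of Table S8, and RNAfold 2.7.2 gave the same values for 301 of 301 complete sequences, with the MFE within 0.1 kcal/mol. These correlations run across sRNAs, which are not independent replicates.

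**Figure D3:**
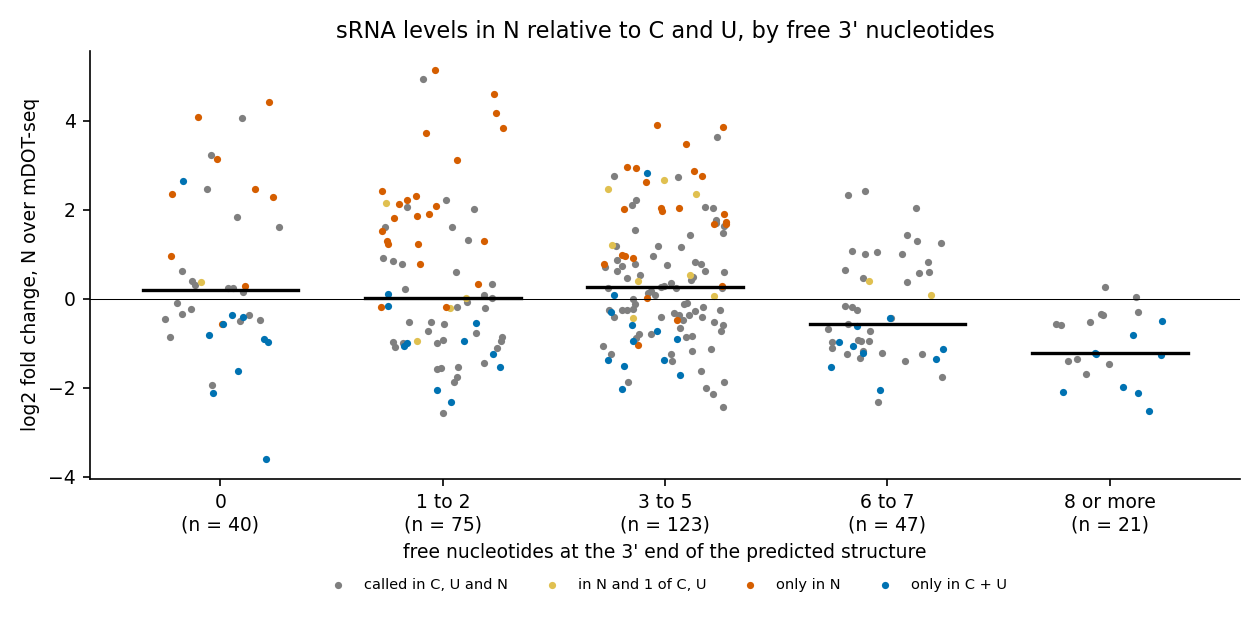
log2 fold change of N over mDOT-seq of each sRNA by its number of free 3′ nucleotides (points are sRNAs, bars are medians), coloured by the library types in which the study lists the sRNA. The sRNAs with at least 8 free nucleotides lie mostly below 0, with a median of -1.21.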

The logistic regression analysis of unique sRNAs revealed that candidates identified only in the N library are predisposed to form more stable secondary structures (of lower minimum free energy, *p* < 0.05) and contain shorter unstructured 3′ ends (*p* < 0.001) as compared to sRNAs identified only in the C + U libraries (Additional file 3: Table S8).

The cellular expression of selected sRNA candidates was experimentally verified by Northern blotting (Fig. 4e). The analysis of transcripts observed in all three libraries supports the sequencing data. All 23 tested sRNAs covering five different groups according to the genome context showed clearly detectable signals (Table 1 and Additional file 1: Fig. S14). In contrast, only 3 out of 8 candidate sRNAs predicted exclusively in the N library at the 3′ UTR were validated by Northern blotting (Table 1 and Additional file 1: Fig. S13b-d). This result implies that most of the unique 3′ UTR-derived sRNAs can be falsely predicted using conventional RNA sequencing. Thus, compared to the conventional library preparation protocol, the mDOT-seq method takes advantage of slightly better accuracy in detecting this group of transcripts. 

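The 23 candidates listed in all 3 library types were abundant in each of them, at 182 to 36421 CPM in C, 185 to 39418 in U and 348 to 22936 in N. The lowest in each type was sLCB2083+, an sRNA in a 3′ UTR and antisense to another gene, and the highest the 3′ UTR-derived sLCB2321-. Their levels still differed between the library types. In N, 13 were higher and 10 lower than in mDOT-seq by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 10 differed at least 2-fold. The median log2 fold change was 0.42. The largest rise was in the intergenic sLCB2545+, from 223 ± 29.1 CPM in C and 336 ± 19.1 in U to 4569 ± 323 in N (SD, n = 3 each), a log2 fold change of 4.06. The antisense sLCB2773+ was 9.42-fold higher in N, and the intergenic sLCB577.2-, whose counts were not all whole numbers, had a log2 fold change of 2.73. The largest falls were in the intergenic sLCB2150- at -1.44 and the antisense sLCB3035- at -1.24. sLCB2150- had 26650.1 ± 982 CPM in C, 35168 ± 1402 in U and 11319.8 ± 862 in N (SD, n = 3 each). The direction of sLCB761- and the calls of sLCB1674- and sLCB1806- depend on the mDOT-seq adapter, since against U alone their log2 fold changes were -0.11, -0.01 and 0.13. The call of sLCB761- was also lost in most fits that left out a single library. sLCB2784+ and sLCB2785+, at -0.68 and 1.84, had counts that were not all whole numbers.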

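All 10 Northern blot candidates predicted only in N were higher in N than in mDOT-seq, whether or not they gave a band. This is not independent evidence, since they come from a list that the study chose on these libraries. Of the 56 sRNAs on that list, 50 were higher in N. The median log2 fold change of the 10 candidates was 2.41, and 9 of the 10 differed at least 2-fold. Of the 8 in a 3′ UTR, sLCB1398+, sLCB1968- and sLCB2960- gave a band. Of these, sLCB1398+ had 34.1 ± 1.35 CPM in C, 33.8 ± 2.33 in U and 491 ± 18.9 in N (SD, n = 3 each), a log2 fold change of 3.85 (standard error 0.085, adjusted p = 7.6e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). sLCB1968- and sLCB2960- changed by 2.03 and 2.32, the first with counts that were not all whole numbers. The 5 without a band were sLCB3+, sLCB518-, sLCB1192-, sLCB1933- and sLCB2710+. The highest of them, sLCB3+, had 98.7 ± 9.50 CPM in C, 101 ± 6.43 in U and 1800.1 ± 173 in N (SD, n = 3 each), a log2 fold change of 4.17 (standard error 0.083). sLCB518-, sLCB1192- and sLCB1933- changed by 2.46, 3.49 and 2.35. The mean log2 fold change was 2.73 with a band (SD 0.98, n = 3) and 3.52 without (SD 1.18, n = 5), a difference of -0.79 (exact permutation test, two-sided, p = 0.36 over 56 arrangements). The other 2 candidates predicted only in N, the 5′ UTR-derived sLCB616+ and the intergenic sLCB1735-, gave a band and changed by 2.03 and 0.28. The call of sLCB1735- rests on the library N3, without which its log2 fold change was 0.18 (adjusted p = 0.097 from edgeR). Against U alone it was 0.06. From the share of the 3′ UTR candidates that gave a band, the paper reasons that most of those unique to N can be falsely predicted by conventional sequencing.

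**Figure D4:**
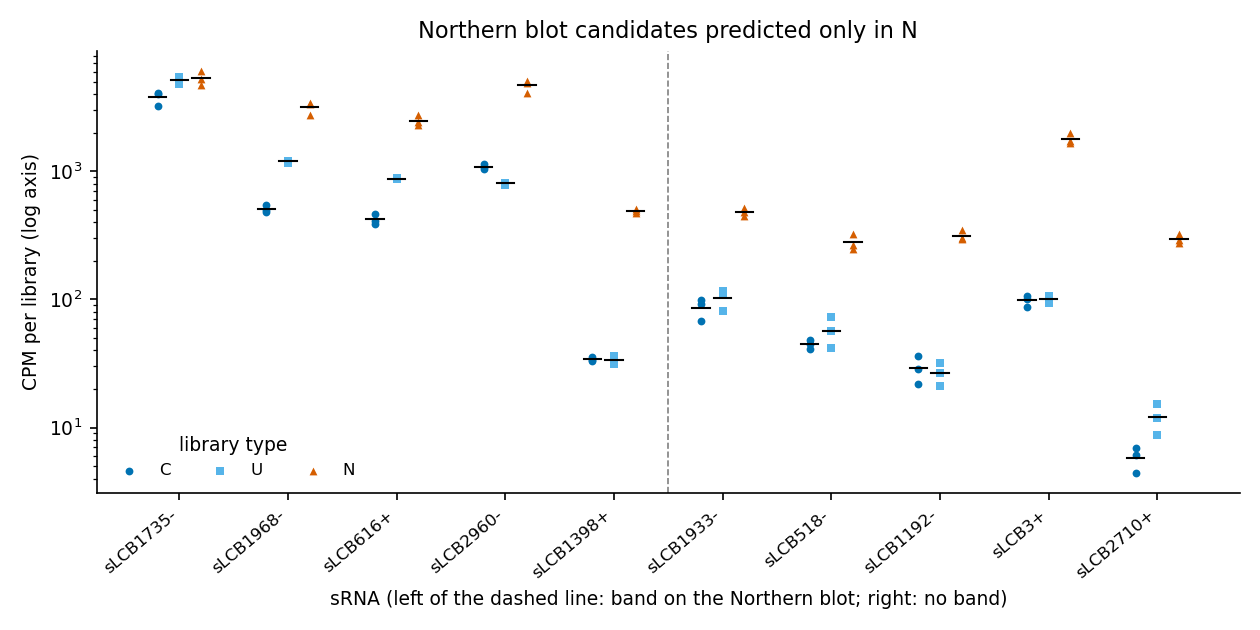
CPM in each of the 9 libraries (log axis, points are libraries, bars are means of n = 3) of the 10 Northern blot candidates predicted only in N, with those that gave a band on one side of the dashed line and those that did not on the other. The N libraries lie above the C and U libraries for all candidates but sLCB1735-, whose ranges meet.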

Overall, our experiments demonstrated the potential of the mDOT-seq technique as a powerful tool for small RNA analysis that is likely to become a viable alternative to the conventional RNA sequencing based on T4 RNA ligase 2 and hampered by its sequence and structure related biases [14–18].

**Table 1:** Candidate sRNAs analysed by Northern blotting (NB)

	Group	Name	Verified by NB
*sRNAs predicted in all libraries*	Intergenic	sLCB577.2−	+
		sLCB761−	+
		sLCB1299+	+
		sLCB1806−	+
		sLCB2150−	+
		sLCB2545+	+
		sLCB2784+	+
		sLCB2938+	+
	Antisense	sLCB561+	+
		sLCB568−	+
		sLCB2773+	+
		sLCB2785+	+
		sLCB3035−	+
	5′ UTR-derived	sLCB724+	+
		sLCB922+	+
		sLCB1856−	+
		sLCB2097+	+
	3′ UTR-derived	sLCB266.5+	+
		sLCB1674−	+
		sLCB2321−	+
		sLCB3076−	+
	Mixed - 3′ UTR-derived/5′ UTR-derived	sLCB1312+	+
	Mixed - 3′ UTR-derived/antisense	sLCB2083+	+
*sRNAs predicted only in the N library*	Intergenic	sLCB1735−	+
	5′ UTR-derived	sLCB616+	+
	3′ UTR-derived	sLCB3+	−
		sLCB518−	−
		sLCB1192−	−
		sLCB1398+	+
		sLCB1968−	+
		sLCB2960−	+
	Mixed - 3′ UTR-derived/antisense	sLCB1933−	−
		sLCB2710+	−

To understand the functions of predicted sRNAs, we searched the RNA families database (Rfam) [38, 39]. Although most candidates showed no similarity to the known RNA families suggesting their novelty, we could define the functions of 17 sRNAs. Three of them matched the housekeeping RNAs, including the catalytic RNA of RNase P (sLCB1642-), transfer-messenger RNR, tmRNA (sLCB1161-), and a signal recognition particle RNA (sLCB2400-). 

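Of the 3 housekeeping RNAs, the signal recognition particle RNA sLCB2400- was far lower in N than in mDOT-seq, while the differences of the other two were small and depended on the adapter. sLCB2400-, the RNA of the particle that targets proteins to the membrane, lies at positions 2399173 to 2399246 and had 26213 ± 3959 CPM in C, 22253 ± 2607 in U and 1977 ± 493 in N (SD, n = 3 each). It is 1 of the 50 sRNAs listed only in C + U. sLCB1642-, the catalytic RNA that matures tRNA 5′ ends, had 19113 ± 1785 CPM in C, 25993 ± 2105 in U and 18711 ± 473 in N (SD, n = 3 each), a log2 fold change of -0.25 (adjusted p = 0.011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That call was lost when sRNAs under 15 CPM were left out, and against C alone the log2 fold change was -0.03. sLCB1161-, the tmRNA, which frees stalled ribosomes, had 10322 ± 1089.6 CPM in C, 16731 ± 1351 in U and 11346 ± 933 in N (SD, n = 3 each), a log2 fold change of -0.21 (adjusted p = 0.037 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Its direction is not settled, since it was 0.14 against C alone and did not pass the threshold under the RLE normalization, with the authors' library sizes, or in most fits that left out a single library. Between the adapters, the tmRNA and the RNase P RNA were lower in C than in U, at -0.70 and -0.44 on the log2 scale.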

Other 14 predicted sRNAs belonged to nine RNA families of *cis*-regulatory elements (Additional file 3: Table S2). In addition, 2 sRNAs showed significant similarity to families of *Enterococcus* sRNAs (sLCB266.5+ and sLCB2938-). 

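Cis-regulatory elements did not move together between N and mDOT-seq. Of the 14, 5 were higher in N, 8 lower and 1 not past the threshold, with a median log2 fold change of -0.31 and a mean of 0.18 (adjusted p = 0.68 from camera), and the counts were the same when adjusted over the list alone. The largest rise was in the fluoride riboswitch sLCB2571-, which had 43.3 ± 18.2 CPM in C, 67.5 ± 12.3 in U and 683 ± 109.8 in N (SD, n = 3 each), a log2 fold change of 3.65. The PyrR binding site sLCB1622- rose by 2.16 and the FMN riboswitch sLCB1528+ by 1.06. The largest fall was in Lacto-rpoB, sLCB2636-, at -2.15 (standard error 0.091, adjusted p = 5.5e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Elements of the same family did not always change alike. Of the TPP riboswitches, sLCB317+ changed by 1.44 and sLCB1915- by -0.94. Both lysine riboswitches were lower in N, sLCB100- at -0.43 and sLCB1999- at -0.87. The T-box leaders sLCB649-, sLCB671-, sLCB1405+ and sLCB1595- lay between -0.52 and 0.24. Of these leaders, sLCB649- did not pass the threshold, sLCB671- no longer did so without U2, and sLCB1405+ was 0.12 against C alone and did not pass in most fits that left out a single library. The ribosomal protein L10 leader sLCB2414- changed by -0.59. The 23S methyl RNA sLCB987+, at -0.24, no longer passed the threshold without N2 or against C alone.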

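sLCB266.5+ rose in N and sLCB2938- fell. sLCB266.5+, a 3′ UTR-derived sRNA, had 5802 ± 499.6 CPM in C, 5941 ± 543 in U and 18316 ± 1989 in N (SD, n = 3 each), a log2 fold change of 1.64 (standard error 0.086). It gave a band in the Northern blot. sLCB2938- was much less abundant, with 97.0 ± 3.60 CPM in C, 88.3 ± 11.0 in U and 48.2 ± 3.33 in N (SD, n = 3 each), a log2 fold change of -0.95 (standard error 0.11). It overlaps sLCB2938+ on the opposite strand, which rose by 2.22 to 14938 ± 2538 CPM in N (SD, n = 3). The strand setting of the read counting is not given in the sources used here, although the libraries are strand-specific.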

To evaluate the extent of taxonomical conservation of predicted sRNAs, we performed a blast search against six genomes from *Lactobacillus casei* group (LCG) of closely related bacteria [40] and nine genomes from more evolutionarily distant species of *Lactobacillaceae* family (Additional file 3: Table S9). As expected, the highest fraction of homologous sequences was identified in LCG, especially in the genomes of *L. paracasei* LcA (DN-11401, branded as *defensis*) and *L. paracasei* LcY (Shirota) isolated from Actimel and Yakult products marketed as probiotics, respectively [41]. All of the predicted sRNAs were present in *L. paracasei* LcA strain and showed sequence identity of more than 99% except for one sRNA (88.9%). Similar results were obtained in the search against *L. paracasei* LcY genome: only two sRNAs had sequence identity lower than 99%, and no similar sequences were identified for eight sRNAs (the incomplete assembly of *L. paracasei* LcY genome could account for the missing sRNAs). The obtained results confirm a close relatedness of these three strains indicating that the sRNA sequencing data generated in this study could potentially be translated to these broadly used probiotics. Homologues of sRNAs were also identified in *L. paracasei* ATCC (for 246 species), *L. paracasei subsp. paracasei* 8700:2 (242), *L. rhamnosus* GG (81) and *L. casei* DSM 20011 = JCM 1134 = ATCC 393 (76). In contrast, we could only detect sequences similar to 9 predicted sRNAs (including two housekeeping) in other tested strains of *Lactobacillaceae* family. Not a single homologue was identified in the genomes of *Lactobacillus acidophilus* NCFM and *Liquorilactobacillus nagelii* strain TMW 1.1827. Taken together, the obtained results indicate that the majority of sRNAs in *L. casei* BL23 are strictly group-specific.

## Discussion

### mDOT-seq as a new approach for RNA sequencing

In the current work, we show that a bioorthogonal chemo-enzymatic approach using small RNA methyltransferases can be successfully applied for covalent tethering of a suitable DNA adapter selectively to the 3′ end of target RNA permitting efficient RT reaction and strand-specific RNA-seq library preparation. Most importantly, with both DmHen1ΔC and AtHEN1, different RNA substrates are modified and later joined to the 3′ adapters in a sequence independent manner (Figs. 1b, c, 2b, c). This comes in contrast to the conventional RNA-seq library preparation when accurate identification of the 3′ terminal sequences is desirable. As several studies have shown, the inefficient primer ligation by T4 RNA ligase 2 stands out as the main reason of the often observed RNA sequence bias [14–18]. It has been reported that the conventional ligation reaction is prone to enriching or depleting certain RNAs from the sequencing library based on their secondary structure, number of unpaired nucleotides at the 3′ end or RNA-adapter co-fold [14, 18, 42]. The reported observations go in line with our results, showing that putative *L. casei* sRNAs detected only in the N library prepared using T4 RNA ligase 2 are more structured and have fewer free nucleotides at the 3′ end as compared to sRNAs identified only in the C and T libraries prepared by mDOT-seq (Additional file 3: Table S8). Interestingly, the detected false-positives in the N library are enriched in 3′ UTRs (Additional file 1: Fig. S13).

Installation of an orthogonal covalent linker bridging the target RNA with a sequencing adapter inevitably poses a question of how well it can be tolerated by available RT enzymes. We were surprised to learn that most of the RT variants were rather efficient in bypassing the examined DNA-RNA linker variants (Additional file 1: Fig. S3). Our systemic selection of the most efficient and accurate 3′ alkyne-adapter chemistries found that attachment of the linker chain at the second nucleotide supports efficient bypass synthesis of cDNA (Figs. 1d, 2d) permitting the lowest bias in miRNA quantification (Fig. 3c, Additional file 1: Fig. S8) [27]. A similar basic linker design has been successfully used for non-homologous tag-directed internal priming of the DNA polymerase action [21, 43], suggesting that similar underlying principles may govern the strand extension reactions on both RNA (A-helix) and DNA (B-helix) templates by distinct polymerase/transcriptase enzymes. This proposed structural feature of the priming reaction is a proper positioning of the 3′ terminal nucleotide of the template strand aided by the following major factors: the flexible chemical linker, stacking interactions with the 5′ terminal nucleotide of the tethered adapter [21] and, possibly, interaction with certain residues in the catalytic site of the RT. In addition, we found that the identity of the first nucleotide at the 5′ end of the adapter appears to play some role as nucleobases possessing an exocyclic amino group in the major groove (C and A) resulted in the highest number of reads identified (Fig. 3d). The structural basis of this phenomenon is not clear.

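The C and U libraries, made with the 2C and 2U adapters, differed past the threshold in fewer sRNAs than N and mDOT-seq did, and seldom by 2-fold or more. Of 307 sRNAs, 51 were higher in C, 61 lower and 195 not past the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 195 are not shown to be equal, since the test found only 50% of simulated 1.25-fold changes between C and U. With replicate number as a block over all 9 libraries, which pairs C with U and also blocks N, 63 were higher in C and 77 lower. The other values here come from the fit without the block. The median difference in either direction was 1.19-fold, and 1 sRNA was at least 2-fold higher and 7 at least 2-fold lower in C. In 153 sRNAs (49.8%) the C and U libraries did not overlap, against 10% by chance. The largest rise was in the 5′ UTR-derived sLCB2689-, with 2479 ± 131 CPM in C and 998 ± 70.3 in U (SD, n = 3 each), a log2 fold change of 1.31 (standard error 0.087, adjusted p = 3.8e-07 from the same edgeR test with Benjamini-Hochberg adjustment). It was followed by sLCB988+ at 1.00, sLCB2877+ at 0.98, sLCB2012- at 0.94 and sLCB1856- at 0.88. The largest fall was in the 5′ UTR-derived sLCB2715-, with 23.8 ± 2.28 CPM in C and 64.0 ± 12.5 in U (SD, n = 3 each), a log2 fold change of -1.41 (standard error 0.21). Next came sLCB1968- at -1.23, whose counts were not all whole numbers, sLCB2442+ at -1.14, sLCB2050- at -1.08 and sLCB616+ at -1.06. Some of these sRNAs stood differently to N depending on the adapter. sLCB988+ was -0.71 in N against C and 0.29 against U, and sLCB2877+ was -0.01 against C and 0.97 against U. sLCB2442+ passed the threshold against C alone, at 0.82, and not against mDOT-seq as a whole.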

As the results obtained with the selected 2C and 2U adapters are highly similar with respect to both the reproducibility (Additional file 1: Fig. S10) [34] and the breadth of sRNA capture (Fig. 4d), we believe that either adapter or their combination can well be used for analytical applications. On the other hand, since a suboptimal, M-MuLV, reverse transcriptase was used in the miRXplore Universal Reference sequencing experiment, the observed sRNA capture bias (Additional file 1: Fig. S6, S7) possibly stems from this particular step in the RNA library preparation. It is therefore likely that this minor bias can be reduced or even eliminated by selection of better-performing reverse transcription enzyme and further refinement of the procedure.

### mDOT-seq profiling of sRNAs in probiotic *Lactobacillus casei*

Starting from the miRXplore Universal Reference and expanding to the sRNA transcriptome of *L. casei* BL23 we prove that mDOT-seq can be used for the identification and quantitation of RNAs ranging from 16 nt to at least 500 nt in length. To the best of our knowledge, this is the first thorough characterisation of a *L. casei* BL23 sRNA transcriptome, as up to date only one report has described sRNAs in the *Lactobacillus* genus [44]. In total, we identify 307 putative sRNAs with more than a third deriving from 5′-UTR, 3′-UTR and intragenic loci (Fig. 4b). This finding goes in line with the increasing recognition of the prevalence of small transcripts from the aforementioned regions [36, 45, 46].

As more than a fifth of the predicted sRNAs are conserved among the analysed representative strains of *Lactobacillus casei* group (LCG) (Additional file 3: Table S9), we envision that the results obtained in this study will serve as a valuable resource for achieving a better understanding of LCG physiology or even their improved applications in industry and medicine. LCG are among the most studied probiotics with high potential in prophylactics and therapeutics. Administration of LCG improves the balance of gut microbiota and has a positive effect on the brain function, weight management in obese patients and control of infectious and autoimmune diseases, including cancer. As probiotics LCG encounters numerous stressors both before administration and in gastrointestinal tract and respond to them by subtle alterations in their metabolism [40, 47]. The importance of sRNAs in stress response pathways are well appreciated in broadly characterised enterobacteria [48]. The produced data will serve as a useful source and prime the elucidation of the roles of sRNAs in stress response in LCG bacteria.

RNA methyltransferases are increasingly applied for analysis of both transcriptome and epitranscriptome [4, 5, 11, 49]. We envision that mDOT-seq can be instrumental for detecting transcriptomic profiles of total ssRNAs (with DmHen1) and 21-24 dsRNAs (with AtHEN1) in situ or for analysing the methylome of piRNAs (using DmHen1) and miRNA/siRNA duplexes (with AtHEN1) in vivo. In this context, mDOT-seq would bring the advantage of direct identification of modifiable nucleotide in live cells. From a broader perspective, we suggest that the general methyltransferase-tagged RNA sequencing approach, successfully exemplified here using Hen1 methyltransferases, could adapt other RNA methyltransferases for transcriptome wide identification and profiling of their modification sites at a single-base resolution.

## Conclusions

Progress in innovative bioorthogonal ligation methodologies provides a plethora of opportunities for advanced biomolecular analysis in vitro, in live cells and in whole organisms. Here, we exploited two *S*-adenosyl-L-methionine dependent RNA methyltransferases for the development of a new chemo-enzymatic approach — methyltransferase-Directed Orthogonal Tagging and RNA sequencing, mDOT-seq — as an attractive alternative to conventional T4 RNA ligase-based RNA-seq library preparation which suffers from RNA sequence and structure related biases. The dsRNA specific AtHEN1 and ssRNA modifying DmHen1 were applied for sequence independent transfer of a six-carbon linear chain carrying a terminal azide group from a synthetic AdoMet analogue onto the 3′ terminal RNA nucleotide for subsequently adapter-tagging using copper-catalysed azide-alkyne cycloaddition. We demonstrate that the resulting RNA-DNA linkage with a central triazole ring can be efficiently traversed by certain reverse transcriptases during the synthesis of cDNA. To our knowledge, this is the first application of a bioorthogonal click reaction mediated 3′ adapter ligation for RNA-seq library preparation. mDOT-seq was successfully applied for the identification of 16–28 nt miRNAs and 50–500 nt small non-coding bacterial sRNAs thus resulting in the characterisation of the sRNA profile of the probiotic *Lactobacillus casei* BL23. We envision that the presented mDOT-seq technique could be easily adapted to a wide variety of other RNA methyltransferases or could be expanded to facilitate the analysis of (epi)transcriptome not only in vitro but also in living cells.

## Methods

### ssRNA modification using DmHen1ΔC, click reaction and reverse transcription

DmHen1∆C was expressed and purified as described in Mickutė et al. [10]. All alkylated DNA oligonucleotides were purchased from Base Click while RT primer and N21 RNA was ordered from Metabion. Where needed nucleic acids were labelled at the 5′ end using ATP, [γ-^32^P] (PerkinElmer) and T4 PNK (Thermo Fisher Scientific) following the manufacturer’s recommendations. For RNA modification with azide group, 0.2-10 μM of N21 RNA (random sequence 21-mer) was mixed with 0.1–0.2 mM Ado-6-azide and 2 μM of DmHen1∆C in the ssRNA modification reaction buffer containing 10 mM Co^2+^ in the form of CoCl_2_ salt, 10 mM Tris-HCl (pH 7.4), 50 mM NaCl, 5% glycerol, 0.2 mM DTT, 0.1 mg/ml BSA and 0.04 U/μl RiboLock RNase inhibitor (Thermo Fisher Scientific) and incubated for 30–60 min at 37 °C. Reactions were quenched with Proteinase K as described in Mickutė et al. [10], and RNA was precipitated after the addition of 1/10 volume of 3 M NaOAc, pH 5.2:20 mg/ml glycogen (19:1) and 2.5 volumes of 96% ethanol and dissolved in water. Click reactions were performed in 55% DMSO containing 0.025-0.2 μM RNA-azide, 1.25-10 μM 3′ alkyne-adapter/RT primer (5′-GCCTTGGCACCCGAGAATTCCA-3′) (annealed at equimolar amount in Annealing buffer of 7.5 mM HEPES-KOH, 0.5 mM MgCl_2_, 25 mM KCl, pH 7.4) and 3.3 mM of freshly prepared CuBr-TBTA for 30 min at 45 °C. As for reverse transcription, the concentrations of reagents in click reaction were modified so that 20 μM of RNA-azide was mixed with 5 μM of 3′ alkyne-adapter/RT primer and incubated for 45 min. Following precipitation, 10 nM of RNA-DNA conjugate was reverse transcribed in provided reaction buffer containing 1U/μl RiboLock RNase inhibitor, 0.25 mM of dNTP and 10 U/μl of RevertAid, RevertAid H Minus, Maxima or Maxima H Minus Reverse Transcriptase (Thermo Fisher Scientific) at 38 °C or M-MuLV Reverse Transcriptase (New England Biolabs) at 42 °C for 2–4 h. The reaction was terminated by heating at 70 °C for 10 min. All samples were analysed on 13% denaturing polyacrylamide gel (dPAG) as described in Mickutė et al. [10].

### dsRNA modification using AtHEN1, click reaction and reverse transcription

AtHEN1 was expressed and purified as described in Osipenko et al. [13]. All alkylated DNA oligonucleotides were purchased from Base Click, while RT primer, miRNAs and non-alkylated DNAs were ordered from Metabion (Additional file 4: Table S10). Where needed nucleic acids were labelled at the 5′ end using ATP, [γ-^32^P], and annealed to a complimentary strand by incubating at 85 °C for 3 min with subsequent cool down by − 0.6 °C/min to 4 °C resulting in RNA/RNA or RNA/DNA duplexes with 2 nt 3′ overhangs. For RNA modification with azide group 0.2-10 μM of miRNA/miRNA* or miRNA/DNA substrate(-s) was mixed with 0.3–400 μM Ado-6-azide and 0.25-2 μM of AtHEN1 in the dsRNA modification reaction buffer (10 mM Tris-HCl, pH 7.5, 50 mM NaCl, 0.1 mg/ml BSA and 0.04 U/μl RiboLock RNase inhibitor (Thermo Fisher Scientific)) and incubated for 1–2 h at 37 °C. Reactions were quenched with Proteinase K and RNA was precipitated as described above. Click reactions, reverse transcription and analysis on dPAG were performed as described earlier.

### miRXplore Universal Reference RNA library preparation

2.5 μM of miRXplore Universal Reference (Miltenyi Biotec) RNA was heated to 82.5 °C in the presence of 0.1 mM EDTA for 2 min and immediately placed on ice for 5 min. Then, RNA sample was split in two and libraries were prepared in duplicate for each 3′ alkyne-adapter. 2 μM of DmHen1∆C was used to modify 0.2 μM of miRXplore RNA in the ssRNA modification reaction buffer as described earlier. Proteinase K treatment and RNA precipitation was followed by click reaction during which 0.4 μM of RNA-azide was incubated with 10 μM of 3′ alkyne-adapter/RT primer and precipitated afterwards. 0.35 pmol of RNA-DNA conjugate was used for RNA library preparation according to the NEXTflex Small RNA-seq Kit v3 (PerkinElmer) starting from Step B with the following modifications: at Step D, ¼ dilution of NEXTflex 5′ 4 N adapter was used; at Step G, 18 cycles of PCR were performed; and Step H1 was proceeded with Step H2. The size distribution of the library was evaluated by capillary electrophoresis on the Agilent 2100 Bioanalyzer using Agilent High Sensitivity DNA Kit (Agilent Technologies) and quantified via a qPCR reaction using KAPA Library Quantification Kit (Roche) on a Rotor-Gene Q instrument. All RNA libraries were pooled and sequenced at Lexogen facilities using NextSeq 500/550 High Output Kit to obtain 1 × 75 nt single-end reads.

### miRXplore Universal Reference sequencing data analysis

The quality of raw sequencing reads was evaluated using FASTQC program (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads that were too short (less than 10 bases), had no adapters or contained Ns in the sequence were removed from further analysis using cutadapt [50]. Remaining reads were deduplicated using custom Unix script and size filtered to fit a range of 15 to 34 nt. To count the reads corresponding to each miRNA, we created custom reference libraries from 1005 distinct miRNAs by extracting only those that differed by their n-x nucleotides from the 5′ end (where n is equal to the length of the miRNA and x denotes the number of nucleotides cropped from its 3′ end, 0 ≤ n ≤ 5). These reference libraries and a custom Unix script was used to calculate the amount of individual miRNA in each sample by exact match. All statistical calculations were performed using R 3.5 [51].

Data analysis pipeline is provided in the following scheme.

### *L. casei* sRNR library preparation

*Lactobacillus casei* BL23 (a kind gift of Marie-Pierre Chapot-Chartier and Saulius Kulakauskas from Micalis Institute, INRA, France) was grown in 200 ml of BD™ Difco™ Lactobacilli MRS Broth at 37 °C until it reached six different growth points in early, mid and late exponential and stationary growth phases where equal amount of bacteria were collected from three biological replicates, mixed with 1/8 volume of ice-cold STOP solution (95% ethanol and 5% acid phenol), centrifuged and stored at − 80 °C. Frozen cells from all six growth stages were mixed and ground to a fine powder in liquid nitrogen. About 100 mg of ground powder was used for the total RNA extraction with RNAzol RT (RN 190) (Molecular Research Center, Inc.) according to the manufacturer’s recommendations. The quality of extracted RNA was evaluated using Agilent RNA 6000 Nano Kit (Agilent Technologies). For sRNA library preparation total RNA was treated with DNase I, RNase free (Thermo Scientific) following the manufacturer’s recommendations and recovered from the reaction using RNA Clean & Concentrator-25 Kit (Zymo Research). rRNAs were depleted using the modified RiboMinus Transcriptome Isolation Kit, bacteria (Invitrogen) where 2 μl of RiboMinus Probes and 2 μl of 100 μM mix of three probes specific to 5S rRNA were used (Additional file 4: Table S11). After ethanol precipitation RNA was subjected to size selection as 50–500 nt RNA was cut out of 8% denaturing PAA gel. Gel slices were crushed with a disposable pestle and RNA was eluted in 500 μl of Elution buffer (0.5 M NH_4_OAc, 0.1% SDS, 0.1 mM EDTA) in 4 h in a 25 °C incubator rotating at 300 rpm. The eluate was collected using Corning Costar Spin-X Centrifuge Tube Filters (Merck) and RNA precipitated with 1/10 volume of 3 M NaOAc, pH 5.2:20 mg/ml glycogen (19:1) and 2.5 volumes of 96% ethanol. After treatment with RNA 5′ Pyrophosphohydrolase (RppH) (New England Biolabs) according to the manufacturer’s recommendations and further recovery with RNA Clean & Concentrator-5 Kit (Zymo Research) for mDOT-seq 1.6 μM of RNA was heated at 82.5 °C for 2 min in the presence of 0.1 mM of EDTA and immediately transferred on ice for 5 min. As with miRXplore Universal Reference library preparation, 0.2–0.3 μM of RNA were modified with azide group and 0.2 μM of azide-RNA was used for click reaction. Two picomoles of RNA-DNA conjugate was further processed according to the NEXTflex Small RNA-Seq Kit v3 (PerkinElmer) starting from the Step B with couple modifications listed: at Step D, ¼ dilution of NEXTflex 5′ 4 N adapter was used; at Step E, incubation at 42 °C was extended to 60 min; at Step G, 15 PCR cycles were performed; and Steps F and H1 were carried out as described in alternative protocol for Preparing Libraries without Size Selection. For N libraries, 2 pmol of RppH treated RNA was processed according to the NEXTflex Small RNA-Seq Kit v3 (PerkinElmer) with modifications in Steps E, F and H1 identical to mDOT-seq protocol except for Step G were only 12 PCR cycles were performed. The quality and concentration of libraries was evaluated as indicated above. All libraries were pooled and sequenced at Lexogen facilities using NextSeq 500/550 Mid Output Kit to obtain 2 × 75 paired-end reads.

### *L. casei* sRNA sequencing data analysis

The quality of raw sequencing reads was evaluated using FASTQC program v0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Low-quality reads or those having Ns were filtered out using cutadapt v2.9 [50], and data was deduplicated using BBTools package v38.41 (https://sourceforge.net/projects/bbmap/). Deduplicated dataset was quality (PHRED threshold 20) and length (minimum length 30) filtered using Trim Galore! v0.6.5 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Adaptor sequences were removed using UMI tools v1.0.1 [52]. Resulting reads were mapped using hisat2 v2.2.0 [53] on a *L. casei* reference genome (NC_010999.1). Mapped data were subjected to APERO v1.0.3 [35] analysis (using standard parameters except for the wmax = 3 and min_read_number = 10) and followed by a manual crosscheck. Transcripts of > 3x increase in read coverage within 2 nt at their 5′ and 3′ ends in at least one of three replicates were considered as potential sRNAs. In cases where based on the required increase in read coverage slightly different coordinates were assigned to the same sRNA in separate libraries, for the common list of sRNAs, the widest ones were picked. Abundance of predicted sRNAs was evaluated using featureCounts from RSubread v1.32.4 package [54] and normalised using TMM method (edgeR v3.24.3 package) [55]. Only sRNAs with an average CPM of ≥ 15 in at least one library were included in further analysis. Promoters and terminators of candidate sRNAs were predicted using BPROM and FindTerm [56] using standard search parameters. sRNAs homologue sequences in other genomes were identified and aligned using standalone BLAST 2.9.0+ [57] and needle from EMBOSS package v6.6.0.0 [58] using standard search and alignment parameters. RFAM families were identified using Infernal cmscan at EBI (https://www.ebi.ac.uk/Tools/rna/infernal_cmscan/) [59]. sRNAs’ structures and minimal free energies were calculated using RNAfold program from Vienna RNA package v2.4.16 [60]. Visual genomic representations of potential sRNAs were created using Integrative Genomic Viewer [61]. Custom Unix script was used to prepare the data and artificially fill in insert and concatenate paired end reads. All statistical calculations were performed using R 3.5 [51], except for logistic regression analysis which was done using past3 software [62].

Pipeline for sequencing data analysis and identification of putative sRNAs is provided in the following scheme.

### Northern blot analysis

To validate predicted sRNAs, 10 μg of total RNA was fractionated on an 8% polyacrylamide/7 M urea gel and transferred to SensiBlot™ Plus Nylon Membrane (Thermo Scientific) by electroblotting at 5 V for 2 h using *V20*-*SDB* semi-dry blotter (Fisherbrand). Blots were UV-cross-linked by irradiation at 254 nm, 25 J in a crosslinker (UVITEC Cambridge) and prehybridised for 2 h with a Hybridization buffer (0.5 M Na_2_HPO_4_ × 2H_2_O, 7% SDS, 1 mM EDTA, 1% (w/v) BSA, pH 7.2). Membranes were incubated overnight at 42 °C with γ^32^P-ATP end-labelled oligodeoxyribonucleotides specific to certain sRNAs (Additional file 4: Table S12). Hybridised blots were washed three times in a Wash buffer 1 (2 × SSC, 0.1% SDS), 2 (1 × SSC, 0.1% SDS) and 3 (0.1 × SSC/0.1% SDS) for 15 min at 42 °C and exposed to phosphor imaging plates (Fujifilm). Signals were visualised with a FLA-5100 Image Reader (Fujifilm). The same membranes were used to detect 5S rRNA after stripping of radiolabelled probe with boiling 0.1% SDS twice. Stripped blots were washed 3 times with water and hybridised with 5S rRNA probe as described above.

## Supplementary Information

**Additional file 1: Fig. S1.** The chemical structures of alkyne-modified nucleotides and nucleosides. **Fig. S2.** Alkyne-adapter is efficiently attached to RNA-azide of nanomolar concentration. **Fig. S3.** cDNA synthesis through a conjugation linker using different reverse transcriptases. **Fig. S4.** Different miRNAs are efficiently modified using Ado-6-azide cofactor and AtHEN1. **Fig. S5.** Comparison of libraries prepared using different 3′ alkyne-adapters. **Fig. S6.** Effects of various factors on miRNA representation in mDOT-seq libraries. **Fig. S7.** Deviation of observed nucleotides frequencies from expected values in 3′-terminal section (16 positions) of identified miRNAs. **Fig. S8.** Evaluation of the miRNA quantification accuracy using different 3′ alkyne-adapters. **Fig. S9.** Sequence of 3′ alkyne-adapters applied for *Lactobacillus casei* sRNAs sequencing. **Fig. S10.** Spearman correlation among biological replicates of the *L. casei* libraries. **Fig. S11.** Classification of sRNAs into groups based on their genomic context. **Fig. S12.** The amount of predicted sRNAs with shorter 5′ or 3′ ends is similar among different libraries. **Fig. S13.** Putative 3′ UTR-derived sRNAs tend to be incorrectly identified in the N library. **Fig. S14.** Read coverage plots of experimentally verified sRNAs identified in all three libraries. **Table S1.** The number of miRNA species captured in sequenced libraries.

**Additional file 2.** The data underlying published graphs.

**Additional file 3: Table S2.** List of predicted sRNAs and their main features. **Table S3.** List of predicted sRNAs originating from more than one loci and their main features. **Table S4.** Promoters of predicted sRNAs. **Table S5.** Terminators of predicted sRNAs. **Table S6.** Detailed genomic context of predicted sRNAs. **Table S7.** Detailed genomic context of predicted sRNAs originating from more than one loci. **Table S8.** Structural characteristics of predicted sRNAs. **Table S9.** Conservation of predicted sRNAs in *Lactobacillaceae* family.

**Additional file 4: Table S10.** The list of RNA and DNA oligonucleotides used for labelling of double-stranded substrates with AtHEN1. **Table S11.** The list of *L. casei* BL23 5S rRNA specific probes used for rRNA depletion. **Table S12.** DNA oligonucleotides used for Northern blot analysis.

## Data Availability

All data generated or analysed during this study are included in the published article, its supplementary information files and publicly available repositories. RNA-seq data generated for this study are deposited on GEO under accession GSE166932.

# Supplementary material for: Methyltransferase-directed orthogonal tagging and sequencing of miRNAs and bacterial small RNAs
**Source:** BMC Biol. 2021 Jun 22;19:129. doi: 10.1186/s12915-021-01053-w
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. The chemical structures of alkyne-modified nucleotides and nucleosides. Fig. S2. Alkyne-adapter is efficiently attached to RNA-azide of nanomolar concentration. Fig. S3. cDNA synthesis through a conjugation linker using different reverse transcriptases. Fig. S4. Different miRNAs are efficiently modified using Ado-6-azide cofactor and AtHEN1. Fig. S5. Comparison of libraries prepared using different 3′ alkyne-adapters. Fig. S6. Effects of various factors on miRNA representation in mDOT-seq libraries. Fig. S7. Deviation of observed nucleotides frequencies from expected values in 3′-terminal section (16 positions) of identified miRNAs. Fig. S8. Evaluation of the miRNA quantification accuracy using different 3′ alkyne-adapters. Fig. S9. Sequence of 3′ alkyne-adapters applied for Lactobacillus casei sRNAs sequencing. Fig. S10. Spearman correlation among biological replicates of the L. casei libraries. Fig. S11. Classification of sRNAs into groups based on their genomic context. Fig. S12. The amount of predicted sRNAs with shorter 5′ or 3′ ends is similar among different libraries. Fig. S13. Putative 3′ UTR-derived sRNAs tend to be incorrectly identified in the N library. Fig. S14. Read coverage plots of experimentally verified sRNAs identified in all three libraries. Table S1. The number of miRNA species captured in sequenced libraries.

Fig. S1 The chemical structures of alkyne-modified nucleotides and nucleosides incorporated into 3' adapters by chemical synthesis. Aliphatic side chains with functional groups are coloured in blue.

Fig. S2 Alkyne-adapter is efficiently attached to RNA-azide of nanomolar concentration. Reactions were performed using indicated concentrations of 3' alkyne-adapter and DmHEN1 ΔC pre-modified N21 RNA-azide in the presence of 3.3 mM Cu(I)Br-TBTA and 55% DMSO.

Fig. S3 cDNA synthesis through a conjugation linker using different reverse transcriptases. 10 μM of N21 RNA was incubated with 2 μM DmHen1 and 200 μM Ado-6-azide for 1 hour at 37 $^{\circ}\text{C}$. Samples were treated with proteinase K, precipitated in ethanol and incubated with 2U alkylated DNA/ ^{32}P -RT primer for click reaction and reverse transcribed under subsequent conditions: 10 nM RNA-DNA conjugate, 0.25 mM dNTPs and 10 u/ μl of respective reverse transcriptase for 4 hours at 38 $^{\circ}\text{C}$ with the exception of 42 $^{\circ}\text{C}$ for M-MuLV. MM – M-MuLV RT, R – RevertAid RT, RH – RevertAid H Minus RT, M – Maxima RT, MH – Maxima H Minus RT.

Fig. S4 Different miRNAs are efficiently modified using Ado-6-azide cofactor and AtHEN1. 0.1 μM of ³³P-labeled miR173, miR173*, miR-210, miR-210*, miR-26a, miR-26a*, let-7a or let-7a* were annealed with 0.12 μM of complementary miRNA (left column) or DNA (right column) and incubated with 0.25 μM AtHEN1 and 0.3-81 μM Ado-6-azide for 1 hour at 37 °C. Samples were treated with sodium periodate (NaIO₄), separated on dPAG and the percentage of modified RNA was calculated using MutiGauge v.3.0 software. Lower bands depict non-modified RNA, higher bands – modified RNA or NaIO₄ non-treated control.

Fig. S5 Comparison of libraries prepared using different 3' alkyne-adapters. **a** Correlation between experimental replicates. Counts of the raw reads representing individual unique full-length miRNAs were used to calculate the Spearman correlation between the libraries. **b** The correlation between libraries prepared using different 3' alkyne-adapters. Read counts of full-length miRNAs from the experimental replicates were pooled and used to calculate Spearman correlation between distinct libraries. **c** Increasing the CPM threshold results in the highest fraction of detected miRNAs in 2U and 2C libraries. Reference sequences cropped of the last two nucleotides at the 3' end were used to quantify the miRNA reads. The data underlying the presented graphs are in Additional file 2.

Fig. S6 Effects of various factors on miRNA representation in mDOT-seq libraries. Four subsets of miRNAs were selected (10% of highly-, medium-, low-represented and not detected) and miRNA length, T_m, number of free nucleotides at 3' end and G/A/T/C amount per each group was calculated. T-test was performed to evaluate differences between each group and a reference group. Asterisks indicate statistical significance as described in the legend. Reference sequences cropped of the last two nucleotides at the 3' end were used to identify the miRNA reads. The data underlying the presented graphs are in Additional file 2.

Fig. S7 Deviation of observed nucleotides frequencies from expected values in 3'-terminal section (16 positions) of identified miRNAs. The fraction of each nucleotide in the miRXplore RNA pool at a particular position was subtracted from the observed one. Reference sequences cropped of the last two nucleotides at the 3' end were used to identify the miRNA reads. The data underlying the presented graphs are in Additional file 2.

Fig. S8 Evaluation of the miRNA quantification accuracy using different 3' alkyne-adapters. CPMs were calculated using reference miRNAs cropped of 2 nt at the 3' end. $\log_2$ fold-change of CPMs of identified miRNAs over the equimolar input was plotted. Values within two folds from the expected value (grey vertical lines) were considered unbiased according to. The data underlying the presented graphs are in Additional file 2.

Alkyne-nucleotide   NEXTFlex 3' 4N adapter

C-5'-AC TCNNNN TGAATTCTCGGGTGCCAAGG-ddC-3'

U-5'-CUCNNNN TGAATTCTCGGGTGCCAAGG-ddC-3'

UMIs

Fig. S9 Sequence of 3' alkyne-adapters applied for *Lactobacillus casei* sRNAs sequencing.

Fig. S10 Spearman correlation among biological replicates of the *L. casei* libraries. Bacterial genome was divided into non-overlapping 100 bp bins and the expression level in each bin was calculated using featureCounts program (excluding bins overlapping with rRNAs and tRNAs). Raw counts were normalized using TMM method and CPMs were used to calculate Spearman correlation coefficient

Fig. S11 Classification of sRNAs into groups based on their genomic context. Intergenic sRNAs are more than 50 nt away from annotated genes; antisense sRNAs are transcribed from opposite strand and fully or partially overlap with a gene including its 5' and 3' flanking regions of 50 nt; 5' UTR-derived sRNAs at least partially overlap with 5' end of a gene and its upstream region of 50 nt; 3' UTR-derived sRNAs at least partially overlap with 3' end of a gene and its downstream region of 50 nt; intragenic sRNAs are transcribed from the same strand and fully overlap with a cis-encoded gene. sRNAs that could be assigned to more than one group were termed "mixed" sRNAs.

Fig. S12 The amount of predicted sRNAs with shorter 5' or 3' ends is similar among different libraries. **a** The majority of identified sRNAs have identical 5' ends in all three libraries. On the top, the column chart representing the portion of sRNAs with different number of missing nucleotides at the 5' end. Bottom, read coverage plots of few representative sRNAs with shorter 5' ends. Punctured green lines mark the first and last nucleotides of predicted sRNAs. Arrows point to the first nucleotide of predicted sRNA as observed in each library. **b** One or two missing nucleotides at the 3' end is similarly common for sRNAs identified in different libraries. On the top, the column chart representing the portion of sRNAs with different number of missing nucleotides at the 3' end. Bottom, read coverage plots of few representative sRNAs with shorter 3' ends. Arrows point to the last nucleotide of predicted sRNA as observed in each library. For both charts data were taken from Additional file 3: Table S2.

Fig. S13 Putative 3' UTR-derived sRNAs tend to be incorrectly identified in the N library. **a** A considerable fraction of sRNAs detected only in the N library appears to be derived from 3' UTRs. **b** 3' UTR-derived sRNAs identified only in the N library are rarely validated. **c** Northern blot validation of sRNAs detected only in the N library. Asterisks mark sRNAs where multiple bands are visible. **d** Read coverage plots of sRNAs predicted only in the N library. For the convenience only sRNA strand-specific read coverage is shown.

Fig. S14 Read coverage plots of experimentally verified sRNAs identified in all three libraries. sRNAs assigned to five different groups – intergenic **a**, antisense **b**, 5' UTR-derived **c**, 3' UTR-derived **d** and mixed **e** – were experimentally validated by Northern blot analysis. Punctured green lines mark the first and last nucleotides of predicted sRNA sequences. For the convenience only sRNA strand-specific read coverage is shown.

Table S1 The number of miRNA species captured in sequenced libraries. RNA sequences were truncated from the 3' end by the indicated number of nucleotides and searched for exact match against the libraries with no pre-set expression threshold. Only miRNAs exhibiting differences in their n-5 (where n denotes the length of miRNA) nucleotides at the 5' end were examined (893 in total).

Library →<br>3' trimmed nt ↓	1C	2C	1U	2U
0	871	878	872	882
1	882	883	882	884
2	885	884	884	885
3	887	886	885	886
4	887	886	885	886
5	887	888	887	888

# Supplementary material for: Methyltransferase-directed orthogonal tagging and sequencing of miRNAs and bacterial small RNAs
**Source:** BMC Biol. 2021 Jun 22;19:129. doi: 10.1186/s12915-021-01053-w
**Supplement:** Supplementary file 4 — Additional file 4: Table S10. The list of RNA and DNA oligonucleotides used for labelling of double-stranded substrates with AtHEN1. Table S11. The list of L. casei BL23 5S rRNA specific probes used for rRNA depletion. Table S12. DNA oligonucleotides used for Northern blot analysis.

Table S10 The list of RNA and DNA oligonucleotides used for labelling of double-stranded substrates with AtHEN1.

RNA	Sequence 5'-3'
let7a	UGAGGUAGUAGGUUGUAUAGUU
let7a*	CUAUACAAUCUACUGUCUUUCC
miR-26a	UUCAAGUAAUCCAGGAUAGGCU
miR-26a*	CCUAUUCUUGGUUACUUGCACG
miR173	UUCGCUUGCAGAGAGAAUACAC
miR173A	UUCGCUUGCAGAGAGAAUCAA
miR173*	GAUUCUCUGUGUAAGCGAAAG
miR-210	CUGUGCGUGUGACAGCGGCUGA
miR-210*	AGCCCCUGCCACCGCACACUG
DNA	Sequence 5'-3'
DNA7a	CTATACAACCTACTACCTCACC
DNA7a*	AAAGACAGTAGATTGTATAGAG
DNA26a	CCTATCCTGGATTACTTGAACG
DNA26a*	TGCAAGTAACCAAGAATAGGCT
DNA173	GATTTCTCTCTGCAAGCGAAAG
DNA173*	TTCGCTTACACAGAGAATCAC
DNA210	AGCCGCTGTCACACGCACAGTG
DNA210*	GTGTGCGGTGGGCAGGGGCTGA

Table S11 The list of *L. casei* BL23 5S rRNA specific probes used for rRNA depletion. +T – LNA nucleotide, G/A – G or A nucleotide at a particular position, Biotin-TEG – biotin attached to the 3' end of DNA oligonucleotide through the TEG spacer. LNA containing oligonucleotide was synthesised at *Exicon* and the rest were bought from *Metabion*.

Probe	Sequence 5'-3'
5S comp. 1	T <u>+T</u> CTGTGTT <u>CGG</u> / <u>ACA</u> <u>+T</u> GGGAACAGG <u>+T</u> GTATC- <u>Biotin-TEG</u>
5S <i>L. casei</i> comp. 2	CCACCAACTACTCTCGGCGTGAAGA- <u>Biotin-TEG</u>
5S <i>L. casei</i> comp. 3	AGCTTCCTACCCTCGCAGGCAGTTT- <u>Biotin-TEG</u>

Table S12 DNA oligonucleotides used for Northern blot analysis.

Probe	Sequence 5'-3'
BL23_5S	TGGCAGCTTCCTACCCTCGCAGGCAG
sLCB3+	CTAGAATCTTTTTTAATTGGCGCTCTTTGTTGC
sLCB518-	GTTGACCACATTAGCAACAAGCTAA
sLCB561+	ACCAAAGTGAACGGGTAGACGCCTAAC
sLCB568-	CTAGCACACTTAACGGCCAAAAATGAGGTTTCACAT
sLCB577.2-	GCTAGAAGATTAGGGTAGTACCGAGGAG
sLCB616+	CACACCCCTGAAAGAGAACACCTTGAGC
sLCB724+	GGTCTCGCCTAATTAAATAGTCACAATCC
sLCB761-	GTGGTGCCGACTTCTTTTACTTTGG
sLCB922+	GGCTACTAATTTACCCCCAGCAACTTC
sLCB1192-	CGGATCAGTTATTGTCGGTAGTCTTCTT
sLCB1299+	GCTTCTACACCAGTCTTCCAGACCGTGTCG
sLCB1312+	AAACCACAGCGTTAGGCGATTAGGA
sLCB1398+	CATGTCTCCCAGAACCATTCTTGTT
sLCB1674-	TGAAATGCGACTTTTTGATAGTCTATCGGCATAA
sLCB1735-	CATCGCTGCTCACTCACTGCCAGAACCT
sLCB1806-	GTTGAGTTGGATTGATATGACATCG
sLCB1856-	CCACAAAGACCCCGCTGTTCATTAAATAC
sLCB1933-	CTATCAGCCGAATTAAGAAAATTAATGCA
sLCB1968-	CCATGCGTTTACGTCTTCTATCGAA
sLCB2083+	TTTGTTTGCCTATTTTTGACTACGATGGCG
sLCB2097+	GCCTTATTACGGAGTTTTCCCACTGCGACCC
sLCB2150-	CGAACTTATTCATTGTTGGCACGTTTGC
sLCB2321-	GTACAAGTCGTGTCTTCTGGTTTTGCC
sLCB2545+	CCTTCTAAATACGCATAAGGTTTG
sLCB266.5+	AAGTTGACTTGGATAGGATCTCGCTGG
sLCB2710+	CGTTTTTTATGTGGTTGTCAAATGATTG
sLCB2773+	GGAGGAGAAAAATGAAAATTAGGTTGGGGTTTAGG
sLCB2784+	GTTTTGGTGACGGTCTTTTAGGGAGTGCTG
sLCB2785+	GATTGCTTAAACGAATGTTGACCGTCTTC
sLCB2938+	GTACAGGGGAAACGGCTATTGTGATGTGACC

sLCB2960-	GCTAGGCAAATAATTCGTAGATCAATC
sLCB3035-	ACCTCAAGGCGAGAAGAAGACAAG
sLCB3076-	CTGGATAAAGCACTTTGACTACTTCATCG

How the deposited data were processed for this re-analysis (not part of the article)

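The deposited values are one table of counts for 307 predicted sRNAs of L. casei BL23 in 9 libraries, which are 3 biological replicates each of the mDOT-seq libraries C and U and of the conventionally ligated library N. The columns of the U libraries carry the letter T in the table. They were matched to U because the paper's discussion calls the mDOT-seq libraries C and T, and because the mean CPM of U in Table S2 is proportional to the mean of these columns and to that of no other type. Per the authors' methods, low-quality reads and reads with Ns were removed with cutadapt (version 2.9), the data were deduplicated with BBTools and filtered by quality and length with Trim Galore, and adaptor sequences were removed with UMI-tools (version 1.0.1). Reads were then mapped with HISAT2 (version 2.2.0) and counted with featureCounts over the sRNAs predicted by APERO and checked by hand. The values, as deposited by the authors, are expected counts in unit, that is reads per sRNA in which some reads count as fractions, and no normalization had been applied. Of the 2763 values, 2545 are whole numbers, and the 218 that are not belong to 45 sRNAs. The authors' deduplication cannot be undone or checked from the table. Whether featureCounts used the strand, and the option behind the fractions, is not given in the sources used here. tracrRNA and crRNAs were not analysed here, and the table covers sRNAs that passed the authors' own level criterion in at least 1 library type.

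Genomic group, library types in which an sRNA is listed as present, predicted terminator, Rfam family, MFE and number of free 3′ nucleotides were read from the supplementary tables of the paper, and Northern blot results from its Table 1. Coordinates in the counts and in Table S2 were the same for all 307 sRNAs. The effective library size that the authors used for each library was recovered from the counts and the mean CPM of Table S2, with a largest misfit of 0.000491%. The counts on sRNAs make up 32.7% to 42.0% of that size.

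Counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest) with TMM factors, no filter and all 9 libraries in 1 fit. The contrasts were N minus the mean of C and U, and C minus U. The threshold was an adjusted p under 0.05 by Benjamini-Hochberg over the 307 sRNAs, and standard errors were taken from the log2 fold change and its F statistic. These standard errors are approximate for large changes at low counts. Groups and lists of sRNAs (12, each of at least 5 sRNAs) were tested with camera of limma 3.58.1 at a preset correlation of 0.01 on log2 CPM with a prior count of 2, two-sided, and adjusted over the 12. Spearman correlations across sRNAs had permutation p values from 100000 permutations and were adjusted over 5 features. Logistic regressions were made with statsmodels 0.14.6, with Wald p values. Comparisons of 2 groups with fewer than 10 values in a group used exact tests, with scipy 1.17.1 for Fisher's test. The comparison over the 4 last bases drew 100000 permutations, also where 1 base had 9 sRNAs. Structures were recomputed with RNAfold 2.7.2 for the 301 sRNAs with a complete sequence in Table S8. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were also used.

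Depth per library is given beside the results. The total on sRNAs had a median of 981357 in C, 1230739 in U and 2455414 in N, so that N was 2.19 times as deep as mDOT-seq. No count was 0. The sRNAs with fewer than 10 counts numbered 12 in C1, 8 in C2 and C3, 5 in U1, 3 in U2, 2 in U3 and 0 in the N libraries. Replicates differed by more than counting noise, with a chi-square per degree of freedom of 8.67 to 111 for pairs of libraries of 1 type, and the test takes its spread from the replicates. The test was also run on simulated data with the depth and spread of these libraries, in which 200 sRNAs were changed and 107 were not. For N against mDOT-seq, it called 72% of sRNAs changed 1.25-fold, 96% of those changed 1.5-fold and 100% of those changed 2-fold, and 1 of the 107 unchanged ones. For C against U it called 50%, 92% and 100%, and 6 of the 107 unchanged ones (5.61%).

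The sRNAs named in the text were chosen by a rule set before the data were examined, when the mean CPM values of Table S2 had been seen. The rule takes the 10 largest rises and the 10 largest falls in N against mDOT-seq among sRNAs past the threshold whose libraries do not overlap, the 5 largest each way in C against U, the 33 Northern blot candidates, every sRNA the paper names, every sRNA with an Rfam family and the 5 highest of each library type. It names 76 sRNAs. Others are named only where the text says that they were chosen after their values were seen, or as sRNAs that a fixed criterion of the closing section selects.

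The alternatives tried were the RLE normalization, library size alone, the authors' effective library sizes, a minimum mean CPM of 15 in every library type (which keeps 289 sRNAs), no sRNAs with copies at several loci (4 left out), leaving out each library in turn, replicate number as a block, DESeq2 1.42.0, a minimum change of 2-fold, N against C or U alone, an estimated correlation or fry in place of camera, thresholds of 10 and 30 CPM, other predictors in the regressions and only the sRNAs listed in all 3 library types. The authors' library sizes, the restriction to sRNAs listed in all 3 library types and the likelihood-ratio test were added after the data had been seen, and the rest were set before. Another pseudocount does not apply to a test on counts. The CPM filter moved the median log2 fold change of all sRNAs by 0.13, and the other scalings by less than 0.1.

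Whether replicate numbers pair the libraries was checked on the deviations of each library from the mean of its type. Libraries C and U of the same number correlated at 0.26, 0.34 and 0.42 and were closest to their own number in 3 of 3 cases, so the numbers were taken to pair C with U. This comes from the data and not from the labels or the paper.

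Leading-strand shares, the conservation search itself and the miRXplore libraries were not analysed here. Read ends and coverage drops cannot be taken from counts per sRNA.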

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

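The tests of GC content and length together, of shared reads and of the sRNAs with at least 8 free 3′ nucleotides were chosen after the results they test had been seen. In 4 sRNAs the level changed in opposite directions when N was set against C and against U, past the threshold in both, and the difference itself is the test of C against U. On the log2 scale, C over U was 0.67 for sLCB277+, with N at -0.40 over C and 0.27 over U. It was -0.49 for sLCB946+, whose counts were not all whole numbers, with 0.28 over C and -0.20 over U, 1.00 for sLCB988+ and -0.94 for sLCB1710+, with 0.57 over C and -0.37 over U.

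sRNAs listed in all 3 library types that the paper does not discuss differed at least 4-fold between N and mDOT-seq. Those higher in N were, by log2 fold change, sLCB316- at 4.94, sLCB1266.9- at 2.76, sLCB2809.10+ at 2.48, sLCB2940- at 2.42, sLCB1958- at 2.33, sLCB317- at 2.22, sLCB3045+ at 2.12, sLCB445.5+ at 2.06, sLCB603- at 2.04, sLCB1631+ at 2.04 and sLCB2779+ at 2.01. Those lower were sLCB273- at -2.57, sLCB970.7+ at -2.43, sLCB135+ at -2.33 and sLCB2749- at -2.01. Counts were not all whole numbers in sLCB316-, sLCB317-, sLCB445.5+, sLCB970.7+, sLCB1266.9-, sLCB2779+ and sLCB2809.10+. Among the sRNAs listed in all 3 library types, 8 of 22 (36.4%) that differed at least 4-fold had such counts, against 31 of 164 others (18.9%; Fisher's exact test, p = 0.0897), so reads shared with another locus may contribute to part of these differences and cannot be told apart from a difference in capture.

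Most sRNAs lay at different levels in N and mDOT-seq. Chance in the grouping of the libraries was argued against. With the libraries fitted as 2 groups the real split gave 125 sRNAs higher in N and 130 lower, while the highest other split gave 16 and 10. In each case 1 of 84 splits was as large, the smallest share that 84 splits can give. Every other split joins N with C or U libraries in a group, which widens the spread, and 81 of the 83 called 0 sRNAs. The size of the gap therefore says little on its own. For the groups the real split gave 9 past the threshold and the highest other 8, and 36 of the 83 other splits gave at least 6, so the number of groups says little on its own. After N was thinned to the depth of mDOT-seq, 274 sRNAs passed the threshold in place of 277, 273 of them in both and in the same direction. The number of calls thus did not rest on the greater depth of N. Thinning leaves the expected fold changes as they were, so it cannot show whether depth acted earlier, as in deduplication or the presence calls. GC content and length accounted for 4.35% of the variance of the log2 fold change (upper limit of the 95% interval 11.0%), and 237 of the 262 sRNAs with whole counts passed the threshold, so neither these features nor shared reads could be the whole source. The method of 3′ adapter attachment, the PCR cycles and the dilution of the 5′ adapter all differed between N and mDOT-seq and cannot be told apart, and no biological explanation was tested, since all libraries came from the same growth conditions.

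Between C and U, 51 sRNAs were higher in C and 61 lower, and the highest other split of the 6 libraries gave 0 each way with edgeR (at an unadjusted p under 0.05, at most 9 higher and 14 lower), 1 of 10 splits being as large. The 10 splits are too few for a share under 0.05. Of the splits, 4 including the real one part all 3 replicate pairs, and the others of these 4 called 0 sRNAs.

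sRNAs with more free 3′ nucleotides were lower in N. GC content was argued against as the cause, since rho was -0.22 with GC content held fixed (permutation p = 1.1e-04), and so was a missing terminator, since rho was -0.23 among the 207 sRNAs with a predicted terminator (permutation p = 9e-04). The study's calls of presence may account for much of the trend, since rho was -0.10 among the sRNAs listed in all 3 library types (permutation p = 0.20). They may also account for part of the size of the shift in the sRNAs with at least 8 free 3′ nucleotides, whose median log2 fold change was -1.21 over all 21 and -0.55 over the 12 listed in all 3 library types. Among the sRNAs listed in all 3 library types, 10 of these 12 were lower in N, against 80 of the 173 others (Fisher's exact test, p = 0.016). That test was chosen after the class was seen to be lower, so it cannot decide whether the calls account for the direction. Only 7 of the 21 had a predicted terminator, against 100 of the 123 sRNAs with 3 to 5 free nucleotides. Of the sRNAs without a terminator listed in all 3 library types, 32 of 49 were lower in N. For this class a missing terminator was not tested. The listed ends of sRNAs predicted in only N or only C + U come from those libraries themselves, which leaves open whether the ends or the capture differ.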

How the results depend on the processing

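The authors' library sizes, the restriction to sRNAs listed in all 3 library types and the likelihood-ratio test were chosen after the data had been seen. Of 176 alternative values of the 18 comparisons, 163 were judged the same as in the main fit. For tests, this meant the same direction and side of the threshold. Counts of sRNAs or groups and correlations between libraries have neither and were judged by size alone. For example, 40 sRNAs higher in C than in U, without C1, were judged the same as 51. With the filter at 15 CPM, 6 groups were judged the same as 8. Of 1585 values of the 76 named sRNAs, 1530 kept direction and side of the threshold, and 60 of these sRNAs kept both under every alternative run. Outside the 2-fold minimum, 129 to 138 sRNAs were higher in N and 123 to 145 lower, and 40 to 63 were higher and 44 to 77 lower in C than in U. With the replicate block, whose numbers pair C with U and which was fitted over all 9 libraries, N included, they were 137, 144, 63 and 77. That fit held every call made without the block. Among the named sRNAs the block added calls for sLCB2400- in C over U (0.23) and for sLCB644.5+ in N (-0.25), whose counts were not all whole numbers, and changed no other call. N was not taken as paired, since its same-numbered correlations of -0.04, 0.17 and 0.29 with C and 0.08, 0.28 and 0.32 with U were not all above 0.1. As a hint from the data, N and U libraries were still closest to their own number in 3 of 3 cases each way, and N and C libraries in 2 of 3. With a minimum change of 2-fold, 86, 63, 1 and 7 remained, by construction. With an estimated correlation 1 of the 12 groups and lists passed, and among the sRNAs listed in all 3 library types 0 of 9 did (camera; 3 at an unadjusted p under 0.05). In these sRNAs, rho of free 3′ nucleotides was -0.10, and F over the 4 last bases was 1.82. Spearman's correlation of the MFE with the log2 fold change, not past the threshold at -0.10 over all sRNAs, passed it without 3′ UTR-derived and mixed sRNAs (-0.17), with length held fixed (-0.29) and with recomputed structures (-0.12, for 301 sRNAs with the same MFE). The slope of the MFE, -0.021 alone, was -0.016 with free nucleotides in the regression, -0.060 and past the threshold with length added as well (Wald p = 0.034, n = 106), and reversed to 0.0021 without the 3′ UTR-derived and mixed sRNAs, with fewer sRNAs (n = 56). Apart from these fewer sRNAs and the stricter minimum, the cause was not tested. Against C alone, sLCB1161- (0.14), sLCB1405+ (0.12) and sLCB2877+ (-0.010) reversed, and against U alone sLCB761- (-0.11) and sLCB988+ (0.29). Of the values of groups, 215 kept their side, 19 were weaker and 3 stronger.

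Leaving out each library in turn gave 129 to 136 sRNAs higher and 134 to 145 lower in N, 40 to 55 higher and 44 to 68 lower in C than in U, 7 to 9 groups, rho of -0.21 to -0.20 for free 3′ nucleotides and -0.12 to -0.08 for the MFE, a Northern blot difference of -0.84 to -0.70, and 292 to 295, 293 to 295 and 303 to 304 sRNAs of at least 15 CPM in C, U and N. Leading strands were not analysed here, camera was not run with DESeq2, and changes under 1.5-fold are partly missed at this depth and spread.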

Differences from the paper's values

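In the main fit, none of the computable values of the paper or its supplement differed by more than the replicate error and 1.5 times. The p for free 3′ nucleotides is set apart below. Among these values were the numbers of sRNAs at 15 CPM and log2 ratios of CPM. Table S2 rests on the same counts, so for these the match was largely fixed in advance. Under the alternatives some differed, such as sLCB922+ with the filter at 15 CPM (-0.32 against -0.47) and sLCB761- against U alone (-0.11 against 0.31). The paper states that the p for free 3′ nucleotides lies below the stricter of its reported thresholds. The Wald test of the logistic regression gave p = 0.0016 (n = 106 sRNAs), and the likelihood-ratio test of the same regression, chosen after seeing the values, gave p = 2.6e-04. The direction was the one the paper states in both, with fewer free nucleotides in sRNAs predicted only in N.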

Other observations

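The tests of level against Northern blot result were chosen after the levels had been seen, while those of the last base and of conservation were set before the data were examined. Candidates without a Northern blot band may be those of low level, a hypothesis that was tested on all 33 candidates. The 5 without a band were lower than the 28 with a band in mean log2 CPM, by -3.25 in N (exact permutation test, p = 2.2e-04) and by -5.90 in mDOT-seq (exact permutation test, p = 2.5e-05). In N, the highest without a band, sLCB3+, had 1800.1 CPM, and 5 of the 28 with a band lay below it. In mDOT-seq the same sRNA had the highest level without a band, 100.06 CPM, and only sLCB1398+ of those with a band lay below it. All candidates without a band were predicted only in N, whereas 23 of the 28 with a band are listed in all 3 library types, so the differences over the 33 follow in part from how the candidates were chosen. Within the 10 candidates predicted only in N, the 5 without a band were lower than the 5 with a band by -2.42 in N (exact permutation test, p = 0.016) and by -3.87 in mDOT-seq (exact permutation test, p = 0.032). All 5 without a band lie in a 3′ UTR, whereas those with a band include the 5′ UTR-derived sLCB616+ and the intergenic sLCB1735-. Level and genomic group thus cannot be told apart within the 10. Level was not tested within the 3′ UTR candidates alone, where sLCB1398+, with a band, lay below sLCB3+, without a band, in N. The blots' own detection limit was not measured here.

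A second hypothesis was that sRNAs ending in A are captured less by mDOT-seq and so appear higher in N. It was drawn from the paper's synthetic reference, where RNAs ending in A were less represented. The paper proposes that this arose in reverse transcription or cDNA amplification, as DmHen1 takes terminal adenines readily. Its finding therefore need not reflect capture. The mean log2 fold change of N over mDOT-seq was 0.94 for sRNAs ending in A (n = 26), 0.34 for U (n = 198), 0.14 for G (n = 42) and -0.45 for C (n = 35), and the bases differed (permutation p = 0.0046 for the F statistic). Among sRNAs listed in all 3 library types the 9 ending in A had a mean of -0.57 and the bases did not differ past the threshold (permutation p = 0.14). Since the ends of sRNAs listed in only N were called from N itself, a bias in capture and the calls cannot be told apart. The values over all sRNAs therefore do not decide the hypothesis.

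Another hypothesis was that conserved sRNAs are more abundant. The 57 sRNAs with a hit in all 6 related genomes had a mean log2 CPM of 11.1 (SD 2.44) and the 250 others 8.24 (SD 2.68), a difference of 2.85 or 7.23-fold (permutation p = 1e-05, the smallest that 100000 permutations can give). Of the 57, 13 have an Rfam family, against 6 of the 250. The values are in line with the hypothesis across sRNAs, which are not independent replicates, and say nothing on cause.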
